# Identification of sonic hedgehog-regulated genes and biological processes in the cranial neural crest mesenchyme by comparative transcriptomics

**DOI:** 10.1186/s12864-018-4885-5

**Published:** 2018-06-27

**Authors:** Joshua L. Everson, Dustin M. Fink, Hannah M. Chung, Miranda R. Sun, Robert J. Lipinski

**Keywords:** Sonic hedgehog, Hedgehog target gene, Cranial neural crest cell, Frontonasal prominence, Medial nasal process, Orofacial development, Cleft lip, Comparative transcriptomics

## Abstract

**Background:**

The evolutionarily conserved Sonic Hedgehog (Shh) signaling pathway is essential for embryogenesis and orofacial development. SHH ligand secreted from the surface ectoderm activates pathway activity in the underlying cranial neural crest cell (cNCC)-derived mesenchyme of the developing upper lip and palate. Disruption of Shh signaling causes orofacial clefts, but the biological action of Shh signaling and the full set of Shh target genes that mediate normal and abnormal orofacial morphogenesis have not been described.

**Results:**

Using comparative transcriptional profiling, we have defined the Shh-regulated genes of the cNCC-derived mesenchyme. Enrichment analysis demonstrated that in cultured cNCCs, Shh-regulated genes are involved in smooth muscle and chondrocyte differentiation, as well as regulation of the Forkhead family of transcription factors, G1/S cell cycle transition, and angiogenesis. Next, this gene set from Shh-activated cNCCs in vitro was compared to the set of genes dysregulated in the facial primordia in vivo during the initial pathogenesis of Shh pathway inhibitor-induced orofacial clefting. Functional gene annotation enrichment analysis of the 112 Shh-regulated genes with concordant expression changes linked Shh signaling to interdependent and unique biological processes including mesenchyme development, cell adhesion, cell proliferation, cell migration, angiogenesis, perivascular cell markers, and orofacial clefting.

**Conclusions:**

We defined the Shh-regulated transcriptome of the cNCC-derived mesenchyme by comparing the expression signatures of Shh-activated cNCCs in vitro to primordial midfacial tissues exposed to the Shh pathway inhibitor in vivo. In addition to improving our understanding of cNCC biology by determining the identity and possible roles of cNCC-specific Shh target genes**,** this study presents novel candidate genes whose examination in the context of human orofacial clefting etiology is warranted.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4885-5) contains supplementary material, which is available to authorized users.

## Background

Orofacial clefts (OFCs) are the most common human craniofacial birth defects, occurring in 1–2 per 1000 live births [1]. Although the causes of OFCs are unknown for most cases and likely involve multifactorial gene-environment interactions [2–6], evidence from humans indicates a strong genetic component. For example, the prevalence of OFCs differs between races and ethnicities [1]. In addition, while the overall frequency of the most prevalent form of OFCs in humans, cleft lip with or without cleft palate, is approximately 0.1% in the general population, concurrence rates in monozygotic twins, dizygotic twins, and siblings are 35–50, 5%, and 3–5%, respectively [4, 7].

Orofacial development is highly conserved in mammals, requiring the coordinated growth and fusion of the embryonic facial primordia [8]. At gestational day (GD)9.25 in the mouse, the frontonasal prominence (FNP) is evident at the anterior of the embryo and will give rise to the paired medial nasal processes (MNPs) and lateral nasal processes by GD10.25 (Fig. 1a). The MNPs continue to grow distolaterally until apposition and fusion with the maxillary processes at GD11.25, closing the upper lip, as visible at GD14 (Fig. 1a). Failure of these growth and fusion processes results in OFCs [8].

**Fig. 1:**
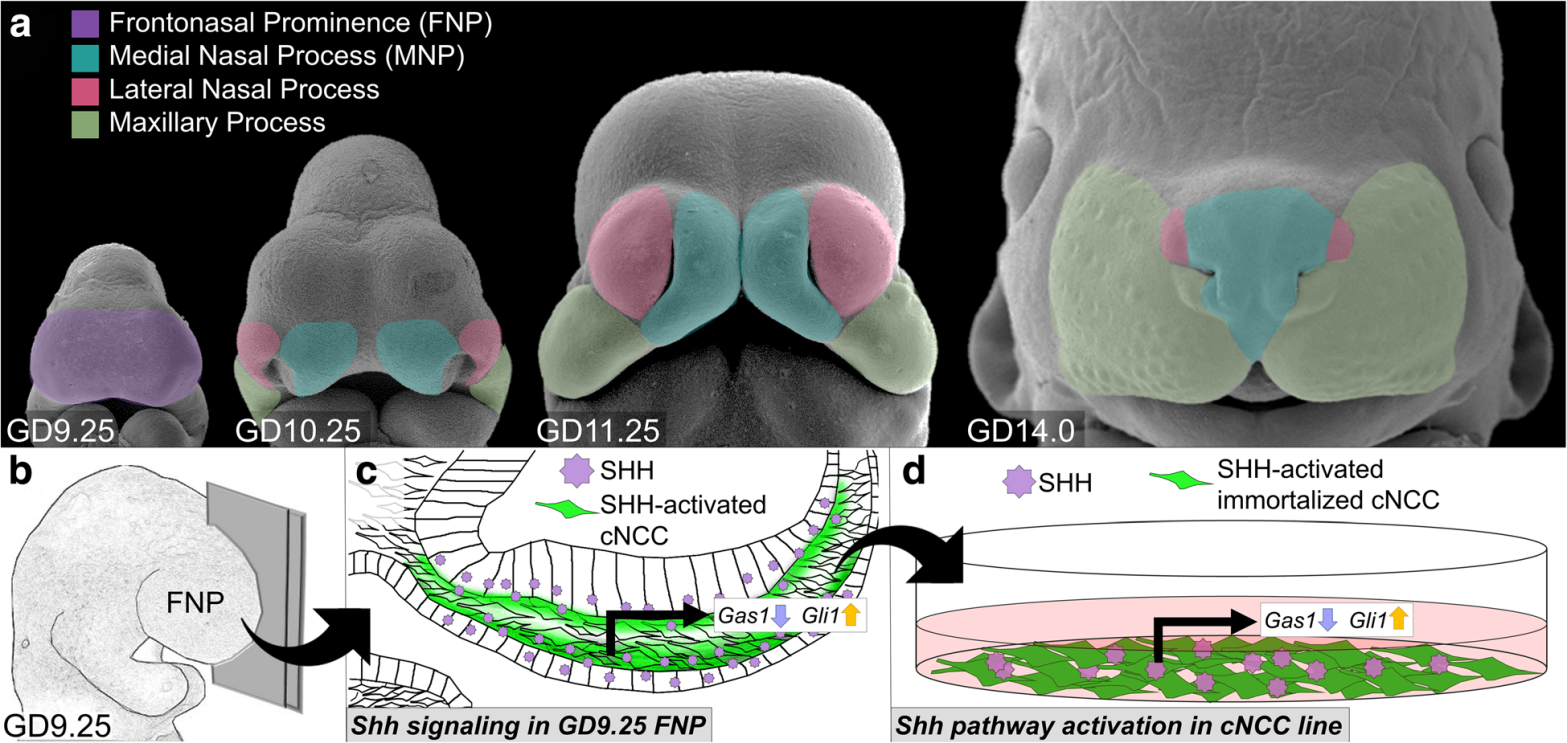
Schematic of Shh pathway activation in cNCCs in vivo and in vitro*.* **a** Pseudo-colored scanning electron micrographs of GD9.25, 10.25, 11.25, and 14.0 mouse embryos show the dynamic morphological changes of orofacial development. Embryos not in exact scale. **b** Schematic of GD9.25 embryo being cut mid-sagittally to reveal the cross-section in (**c**). **c** Schematic showing normal Shh pathway activity in vivo in GD9.25 FNP tissue*.* SHH ligand secreted from the surface and neural ectoderm activates post-migratory cNCC-derived mesenchymal cells in facial primordia (green shading), leading to regulation of Shh target genes, like *Gli1* (positively regulated by Shh signaling) and *Gas1* (negatively regulated by Shh signaling). **d** Schematic of in vitro cNCC Shh pathway activation by addition of SHH ligand, which alters expression of Shh-regulated genes in the SHH-responding cNCCs

The embryonic facial primordia that will form the upper lip and midface, the FNP and MNPs, are comprised of densely packed, multipotent cranial neural crest cell (cNCC)-derived mesenchyme overlaid by surface ectoderm. During orofacial development, the surface ectoderm provides important morphogenic stimuli to the underlying cNCC-derived mesenchyme of the FNP and MNPs, including Sonic hedgehog ligand (SHH) [9]. Previous work by our group has shown that perturbation of Shh signaling during early craniofacial development disrupts proliferation of the cNCC-derived mesenchyme of the MNPs, resulting in OFC phenotypes that recapitulate outcomes commonly observed in children with OFCs [10].

The Shh pathway is a conserved morphogenic signal transduction cascade that is critical for the epithelial-mesenchymal interactions that drive orofacial development. SHH is secreted from the surface ectoderm and binds cell surface receptors on the underlying cNCC-derived mesenchymal cells, resulting in the de-repression of the transmembrane protein Smoothened and modulation of Shh target gene expression via the three conserved Gli transcription factors (Fig. 1b, c) [11]. The Shh/Smoothened signaling pathway is necessary for orofacial development, but the complete complement of pathway target genes and their biological functions are not known.

Here, comparative transcriptomics was used to identify Shh target genes in the cNCC-derived orofacial mesenchyme. The transcriptional response of immortalized cNCCs stimulated with SHH ligand was compared to the response of GD9.25 FNP tissue acutely exposed to the Shh pathway inhibitor cyclopamine in vivo. Integration of these complementary systems allowed for the identification of cNCC-specific Shh target genes, which are also dysregulated during the initial pathogenesis of orofacial clefting.

## Results

### Definition of the Shh-regulated cNCC transcriptome

To define the Shh-regulated transcriptome of the cNCC-derived mesenchyme, we utilized an immortalized cNCC line (O9–1) that maintains the transcriptional profile and multipotency of the post-migrational cNCC-derived mesenchyme [12]. 

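O9-1 cells are an immortalized line of mouse cranial neural crest cells. The cells attached for 24 h and were then kept in medium with 1% FBS, with or without the amino-terminal signaling peptide of SHH at 0.4 μg/mL, until RNA was collected at 48 h. RNA from 4 vehicle-treated and 4 SHH-treated cultures, which the labels call biological replicates, was hybridized to 8 Affymetrix Mouse Gene 2.0 ST arrays with a separate chip for each sample. The authors read the intensities with Affymetrix GCOS and converted them to signals with Expression Console. The deposited values are log2 signals per transcript cluster that the authors had already made comparable between arrays, by an algorithm that is not given in the sources used here. The median signal of an array was between 5.70 and 5.76 on the log2 scale, and no pair of arrays held identical values. The number of arrays limits the precision of every comparison. All 41345 transcript clusters were tested for a difference between the treatments with limma, and a cluster was called at a Benjamini-Hochberg adjusted p under 0.01, which is the threshold of the methods. Exactly 1 gene symbol belongs to 23521 of these clusters, 1814 have several symbols and were left unnamed, and 16010 have none, of which 189 are named in the supplementary tables of the paper. Where a gene has several clusters, the cluster with the highest mean signal over the 8 arrays was used. In addition, 33 gene lists of pathways and cell types were written before the data were examined, although after values in the paper's tables and the first lines of its list of differential genes had been seen, and were tested together with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. A list is said to shift where it passed camera, which compares its members with all other genes. A second test, fry, asks only whether the members themselves change in a direction. Several lists that did not shift by camera passed fry. Of the 7 lists that shifted, 5 also did so with an estimated correlation, at much larger adjusted p values from camera. These were the lists of interferon-stimulated genes (0.00802), G1/S and DNA replication (0.0185), mitosis (0.0249), smooth muscle contractile genes (0.0256) and the unfolded protein response (0.0492). The choices that could change the numbers include a block for the replicate number, the arrays used, the test and its threshold, the in vivo FDR threshold, the filter on dim clusters and their annotation.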

Shh ligand (SHH) or vehicle-only was added to cNCCs in vitro*,* and 48 h later gene expression was assessed by microarray (Fig. 1d). 

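The genes that rose most in SHH-treated cNCCs include parts of the Shh pathway itself. *Hhip*, which encodes a membrane protein that binds and sequesters hedgehog ligands, rose by 6.84 on the log2 scale (standard error 0.09, adjusted p = 1.53e-08 from limma, n = 4 cultures per treatment). *Ptch1*, the receptor of SHH, rose by 4.39 (standard error 0.06, adjusted p = 1.61e-08 from limma). Other large rises were those of *Slc1a1*, a glutamate transporter (4.21), *Hey1*, a transcriptional repressor downstream of Notch (4.01), *Mc5r*, a melanocortin receptor (3.90), and *Ace*, the angiotensin-converting enzyme (3.89). *Igfbp7*, a secreted binding protein of insulin-like growth factors, rose by 3.65, *Lypd6* by 3.60, and *Dlx5*, a homeobox gene of the facial skeleton, by 3.34. Among the genes that fell, *Tnn*, a tenascin of the extracellular matrix, had a log2 fold change of -3.78 (standard error 0.16, adjusted p = 2.69e-06 from limma), and *Cemip*, which takes part in hyaluronan breakdown, one of -3.61. *Npr3*, the clearance receptor of natriuretic peptides, had a value of -3.52, *Ccn3*, a matricellular protein, of -3.13, *Ednrb*, an endothelin receptor, of -3.13, and *Itga8*, an integrin subunit, of -3.11. *Egfl6* was at -2.95, *Rgs4*, a regulator of G protein signaling, at -2.77, *Tnfrsf11b*, the decoy receptor osteoprotegerin, at -2.62, and *Stc1*, a secreted glycoprotein, at -2.61. For *Hey1*, *Igfbp7*, *Itga8* and *Egfl6*, 1 culture of a treatment lay apart from the other 3. In vehicle-treated cNCCs the mean signals of *Hhip* (5.76), *Slc1a1* (5.40) and *Mc5r* (5.69) lay near or below the median of an array, and the deposited values hold no measure of background, so where such a signal is background the rise is a lower bound. Over all transcript clusters, 1226 were higher and 1453 were lower in SHH-treated cNCCs, and 360 and 277 of these changed at least 2-fold. Counted by gene, 1062 of 22180 genes were higher and 1152 were lower. The values of the treatments did not overlap in any of the 2679 called clusters, which follows largely from the threshold of the calls. Of all clusters, 18.6% had no overlap, against 2.86% that chance gives. The counts were 2073 higher and 2621 lower at an adjusted p under 0.05, 765 and 809 when a fold change of at least 1.5 was also required, and 624 and 616 with the replicate number as a block.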

SHH stimulation of cNCCs resulted in the differential expression of 2749 genes, with 1305 genes upregulated and 1444 genes downregulated (Fig. 2a and Additional file 1). The differential expression of the bona fide Shh-target genes *Gli1* (positively regulated) and *Gas1* (negatively regulated) was verified by RT-PCR (Fig. 2b). 

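The array values of both genes lay apart in the treatments. *Gli1*, the transcription factor that serves as a readout of pathway activity, had a log2 signal of 5.33 ± 0.21 (SD, n = 4) in vehicle-treated and 10.04 ± 0.11 (SD, n = 4) in SHH-treated cNCCs. This is a log2 fold change of 4.71 (standard error 0.11, adjusted p = 2.08e-07 from limma), a lower bound if the vehicle signal, which lies below the median of each array, is background. *Gas1*, a coreceptor of hedgehog ligands, went from 9.70 ± 0.10 to 7.84 ± 0.15 (SD, n = 4 each), a log2 fold change of -1.87 (standard error 0.09, adjusted p = 4.76e-06 from limma). For each gene, all 4 SHH-treated cultures lay on the same side of all 4 vehicle-treated ones (exact permutation test, two-sided p = 0.0286, the smallest that 4 cultures against 4 allow). *Gapdh*, the reference gene of the RT-PCR, had a log2 fold change of -0.04 (standard error 0.05, adjusted p = 0.722 from limma). The RT-PCR values were not used here.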

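The arrays of SHH-treated and vehicle-treated cNCCs formed separate groups. Average-linkage clustering of the 8 arrays on their correlation over all transcript clusters gave the treatments as its first 2 branches. Pearson correlations across transcript clusters were 0.988 to 0.991 between arrays of the same treatment and 0.980 to 0.984 between arrays of different treatments, where transcript clusters are not independent replicates. The first principal component held 42.2% of the variance and separated the treatments, and the second held 11.9%. When only the transcript clusters above the median signal were used, the first component held 63.8%. SHH replicate 3 was at 22.5 on the first component, where the other SHH replicates were between 36.0 and 39.2, and at 41.8 on the second.

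**Figure D1:**
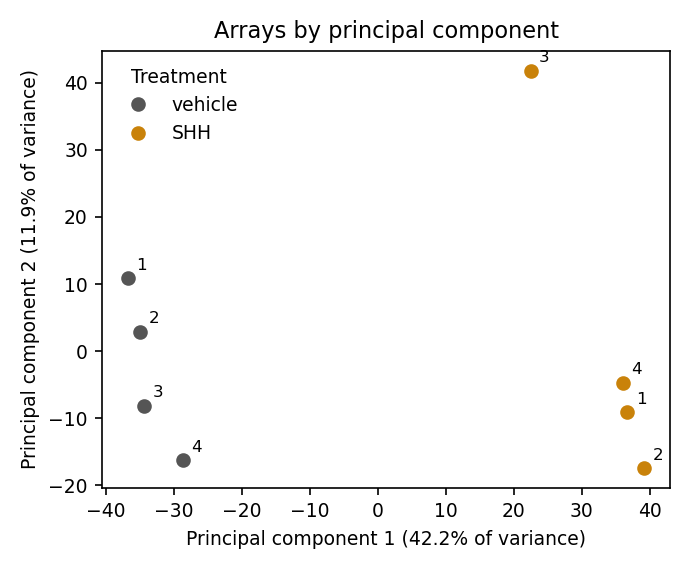
Arrays of vehicle-treated (grey) and SHH-treated (orange) O9-1 cells on the first and second principal components of the log2 signals, in arbitrary units, with the share of variance on each axis and the replicate number beside each point. The 4 arrays of each treatment lie on opposite sides of the first component, and SHH replicate 3 lies at 41.8 on the second.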

Hierarchical clustering analysis demonstrated up- and downregulation of 2749 significant differentially expressed genes (Fig. 2c). To better understand the biological roles of the Shh-regulated genes of the cNCC transcriptome, functional annotation enrichment analysis was conducted on the 2749 significant differentially expressed gene set (Fig. 3a and Additional file 2). 

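Feedback and target genes of the Shh pathway were mostly higher in SHH-treated cNCCs, while most of the receptors and transducers that passed the test were lower. Of 15 measured feedback and target genes, 8 were higher, 2 were lower and 5 did not pass the test (9 higher and 2 lower when adjusted over the list alone; adjusted p = 1.19e-05 from limma's camera). The shift of this list did not pass with an estimated correlation (adjusted p = 0.0917). Besides *Hhip*, *Gli1* and *Ptch1*, the genes that were higher include *Foxd1*, a forkhead gene of the facial mesenchyme, with a log2 fold change of 2.76 (standard error 0.11, adjusted p = 2.14e-06 from limma). The 2 genes that were lower are *Sfrp1*, a secreted Wnt antagonist (-2.13), and *Foxf1* (-0.72). Of 21 receptors and transducers, 2 were higher, 5 were lower and 14 did not pass (3 higher and 5 lower when adjusted over the list alone). This list as a whole did not shift by camera (adjusted p = 0.983) but passed fry (adjusted p = 9.28e-04). Its median of 0.03 differs in sign from its mean of -0.12. The coreceptors *Boc* and *Cdon* had log2 fold changes of -1.01 (standard error 0.07, adjusted p = 2.63e-05 from limma) and -0.80 (standard error 0.06, adjusted p = 4.80e-05 from limma). *Disp1*, which releases the ligand, was at -0.70, *Gli3*, the main repressor among the Gli factors, at -0.68, and *Stil*, a centriole protein needed for hedgehog signaling, at 0.86. Of 17 measured genes that the study lists under the smoothened signaling pathway, 9 were higher and 7 were lower, and 10 and 7 were so when adjusted over the list alone. The study took that list from its own calls in the same samples, so the count is not independent evidence.

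**Figure D2:**
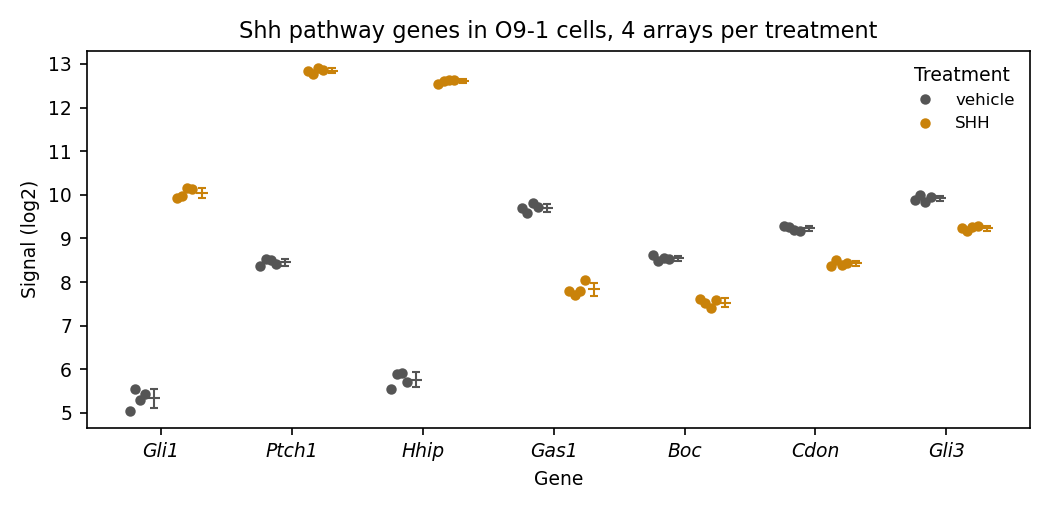
Log2 signal of 7 Shh pathway genes (x axis) in the 4 vehicle-treated (grey) and 4 SHH-treated (orange) cultures, with the mean and SD of each group beside the points. *Gli1*, *Ptch1* and *Hhip* are higher with SHH, and *Gas1*, *Boc*, *Cdon* and *Gli3* are lower, with no overlap between the treatments.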

As expected, Shh pathway genes (Smoothened signaling pathway) were significantly enriched within the differentially expressed gene set (fold enrichment = 2.029, *p*-value = 5.61 × 10^− 3^) (Fig. 3b). 

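Smooth muscle contractile genes were lower in SHH-treated cNCCs, and chondrocyte genes did not shift as a group. Of 21 contractile genes, 15 were lower, 1 was higher and 5 did not pass the test, and the counts were the same when adjusted over the list alone (median log2 fold change -0.75, adjusted p = 1.82e-11 from limma's camera, 0.0256 with an estimated correlation). *Tagln*, the actin-binding protein transgelin, had a log2 fold change of -1.90 (standard error 0.13, adjusted p = 3.80e-05 from limma). *Tpm2*, a tropomyosin, went from a log2 signal of 8.96 to one of 7.96, and *Myl9*, a myosin light chain, was at -0.99 and *Acta2*, smooth muscle actin, at -0.78. Of the 7 genes that the study lists under smooth muscle cell differentiation, 4 were lower and 2 were higher (5 lower and 2 higher when adjusted over the list alone). *Bmp4*, a bone morphogenetic protein, was at -1.50, *Mrtfa*, a coactivator of serum response factor, at -0.81, and *Ctnnb1*, which encodes β-catenin, at 0.92, with 1 SHH-treated culture apart from the other 3. Of 22 chondrocyte genes, 2 were higher, 2 were lower and 18 did not pass the test (3 higher and 2 lower when adjusted over the list alone; adjusted p = 0.139 from limma's camera, 0.00734 from fry). *Col10a1*, the collagen of hypertrophic cartilage, rose by 2.39 (standard error 0.07, adjusted p = 3.50e-07 from limma). *Runx3* rose by 0.67 (adjusted p = 0.00256 from limma) but did not pass without SHH replicate 2 (adjusted p = 0.0110), and 1 vehicle-treated culture lay apart. *Gdf5*, a growth factor of the joints, was at -1.59, with a dimmer cluster of the gene at -0.24 (adjusted p = 0.215 from limma), and *Col11a1*, a fibrillar collagen, was at -0.90. Of 21 genes that the study lists under chondrocyte differentiation, 14 were lower and 6 were higher (15 lower and 6 higher when adjusted over the list alone). They include *Bmpr1b*, a BMP receptor, at 1.73, and the transcription factor gene *Runx1* at -1.52, for which 1 SHH-treated culture lay apart. Both of the study's categories were drawn from its calls in these samples and are not independent evidence of a direction.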

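Genes of the G1/S transition and of DNA replication rose together in SHH-treated cNCCs. Of 43 such genes, 31 were higher, none was lower and 12 did not pass the test (35 higher when adjusted over the list alone; median log2 fold change 0.60, adjusted p = 8.34e-25 from limma's camera, 0.0185 with an estimated correlation). *Mcm5* and *Mcm3*, subunits of the replicative helicase, rose by 1.89 (standard error 0.08, adjusted p = 2.93e-06 from limma) and 1.29. *E2f8*, an E2F family transcription factor, rose by 1.74, and *Rrm2*, a subunit of ribonucleotide reductase, by 1.53, with a dimmer cluster of *Rrm2* at 0.15 (adjusted p = 0.523 from limma). Of the 7 genes that the study lists under G1/S regulation, 3 were higher and 3 were lower (4 and 3 when adjusted over the list alone), a category drawn from its calls in the same samples and so not independent evidence. Cyclin D1, encoded by *Ccnd1*, was at 0.58, the mitotic kinesin *Kif14* at 0.72, *Id2*, an inhibitor of helix-loop-helix factors, at -1.65, and *Pid1* at -0.69, with 1 vehicle-treated culture apart for *Pid1*.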

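Forkhead genes, a family of transcription factors, changed in both directions. Of all 43 measured members, 7 were higher, 2 were lower and 34 did not pass the test (7 higher and 3 lower when adjusted over the list alone), where 4.29 calls were expected (Fisher's exact test, one-sided p = 0.0240). As a list they did not shift by camera (adjusted p = 0.0925) but passed fry (adjusted p = 1.80e-04). *Foxd2* rose by 1.63 (standard error 0.09, adjusted p = 8.90e-06 from limma) and *Foxf2*, which the paper describes as a canonical Shh target, by 1.32 (standard error 0.06, adjusted p = 5.04e-06 from limma). *Foxo3* was at -0.77. Smaller rises were those of *Foxm1* (0.59), *Foxc1* (0.46), *Foxo6* (0.44) and *Foxc2* (0.43), and 1 culture lay apart in a treatment for *Foxm1* and *Foxc1*. *Foxm1* did not pass without vehicle replicate 1, 2 or 4 or SHH replicate 2, 3 or 4 (adjusted p from 0.0129 to 0.0238) or with the methods' test (0.0188), *Foxc1* without vehicle replicate 1, 2 or 4 (0.0120 to 0.0129), *Foxo6* without vehicle replicate 1, 3 or 4 (0.0100 to 0.0114), and *Foxc2* without any vehicle replicate or SHH replicate 1 (0.0121 to 0.0144). The count of called forkhead genes was 5 without vehicle replicate 1 (p = 0.245, Fisher's exact test), 6 without vehicle replicate 2 (p = 0.0983) and 5 without vehicle replicate 4 (p = 0.232), 12 among transcript clusters above the median signal (p = 0.0678) and 5 with the replicate number as a block (p = 0.0548). Of the 8 measured genes of the study's own forkhead category, 5 were higher and 1 was lower (6 and 2 when adjusted over the list alone). Of the 53 in its angiogenesis category, 20 were higher and 31 were lower (21 and 32 when adjusted over the list alone), among them *Thy1*, a cell surface glycoprotein, at 3.00, and *Nrp1*, a coreceptor of VEGF and semaphorins, at 2.22. Both of these categories come from the study's calls in the same samples, so their counts are not independent evidence. From its enrichment values, the paper concludes that these processes, which have known or proposed roles in cNCCs and orofacial development, are enriched among the genes that respond to SHH.

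**Figure D3:**
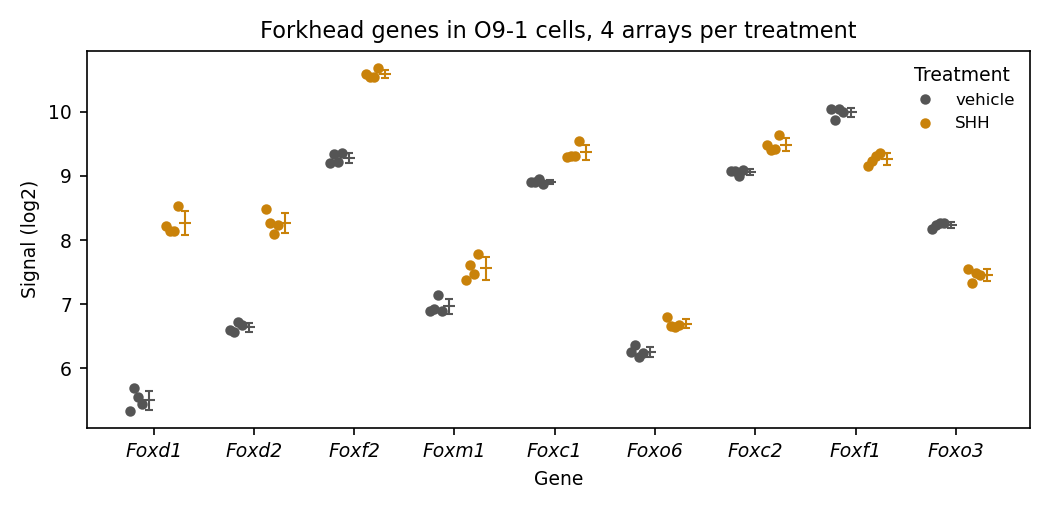
Log2 signal of the 9 called forkhead genes (x axis) in the 4 vehicle-treated (grey) and 4 SHH-treated (orange) cultures, with the mean and SD of each group beside the points. *Foxd1* shows the largest difference (2.76), and *Foxf1* and *Foxo3* are the 2 that are lower with SHH.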

Significant enrichment was also observed for several biological processes with known or proposed roles in cNCC biology and orofacial development, including smooth muscle differentiation (fold enrichment: 3.113, *p*-value = 1.84 × 10^− 2^), chondrocyte differentiation (fold enrichment = 3.828, *p*-value = 2.95 × 10^− 8^), G1/S cell cycle transition (fold enrichment = 2.949, *p*-value = 2.42 × 10^− 2^), Forkhead domain (fold enrichment = 2.602, *p*-value = 1.75 × 10^− 2^), and angiogenesis (fold enrichment = 2.24, *p*-value = 2.11 × 10^− 10^) (Fig. 3c-g).

**Fig. 2:**
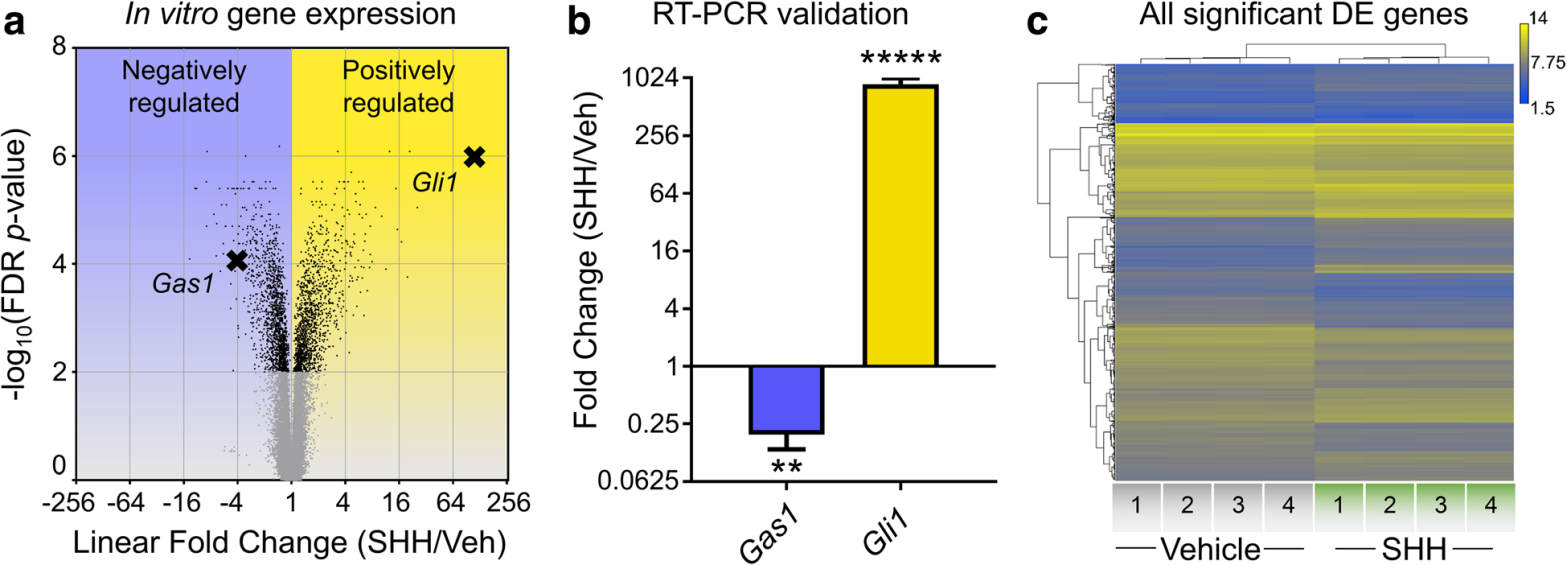
Identification of Shh-regulated genes in cNCCs in vitro. **a** Volcano plot showing the linear fold change (SHH/Veh) (x-coordinate) and –log_10_ FDR *p*-value (y-coordinate) of each differentially expressed gene. Black dots represent significant differentially expressed genes (FDR *p*-value < 0.01), and grey dots mark genes with non-significant changes. The bona fide Shh target genes *Gas1* (negatively regulated) and *Gli1* (positively regulated) are labeled and marked with X’s. **b** RT-PCR validated the downregulation of *Gas1* and upregulation of *Gli1* in SHH-activated cNCCs (t-test, ** *p*-value < 0.015, ***** *p*-value < 0.00001). **c** Hierarchical clustering heat map of 2749 significant differentially expressed genes (FDR *p*-value < 0.01) between vehicle- and SHH-treated cNCCs shows the robust differential expression and high level of consistency within treatments for the in vitro model. Heat map represents log_10_ signal intensity for each gene in each condition, which are then clustered by biological response. Yellow represents genes with higher expression while blue represents genes with lower expression. *N* = 4 biological replicates (1–4)

**Fig. 3:**
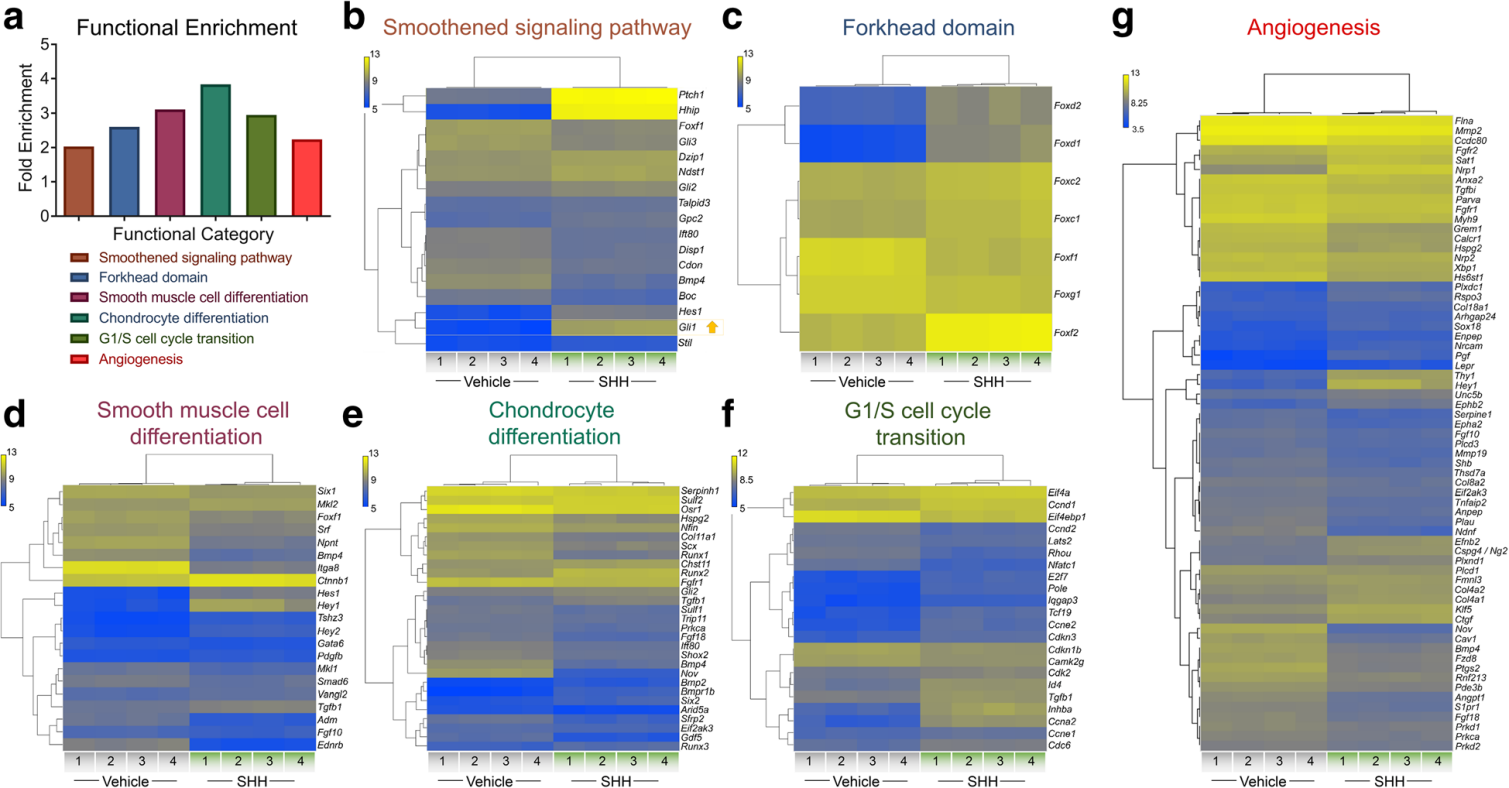
Enrichment analysis of Shh-regulated genes in cNCCs in vitro. **a** Functional enrichment analysis of 2749 genes that are significantly dysregulated in cNCCs stimulated by SHH in vitro*.* Each selected functional category is significantly enriched within the differentially expressed gene set. **b**-**g** Hierarchically clustered heat maps for significantly enriched biological categories showing the specific significantly dysregulated genes (FDR *p*-value < 0.01) in each biological category. *Gli1* is highlighted in (**b**). Heat maps represent log_10_ signal intensity for each gene in each condition, which are then clustered by biological response. Yellow represents genes with higher expression while blue represents genes with lower expression. *N* = 4 biological replicates (1–4)

### Comparative analysis of Shh-regulated genes in vitro and in vivo

To complement the set of Shh-targets identified in cultured cNCCs (Fig. 4a), we integrated a separate set of 1039 (599 upregulated and 440 downregulated) genes dysregulated in midfacial primordia following Shh pathway inhibition (Fig. 4b and Additional file 3). In this model, transient exposure to the Shh pathway inhibitor cyclopamine from gestational day (GD)8.25–9.25 results in orofacial clefts that mimic human phenotypes [10, 13, 14]. FNP tissue was microdissected at GD9.25, and gene expression changes were determined by comparing to vehicle-exposed control samples [13]. While transient pathway inhibition in this tissue comprised of multiple cell types elicited less robust transcriptional differences, this model captured gene expression changes during the pathogenesis of clinically-relevant OFC outcomes. Comparison of these two data sets allowed for the identification of Shh-regulated genes expressed in the cNCC mesenchyme that are also dysregulated during the initial pathogenesis of orofacial clefting. 

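Transcript clusters that responded to SHH in cultured cNCCs were over-represented among those the study reports as changed in vivo by cyclopamine, a Shh pathway inhibitor. Its in vivo table holds 1039 clusters, 599 higher and 440 lower with cyclopamine, at the paper's FDR threshold of 0.75, and all of them were measured on the in vitro arrays. Of these, 166 were also called in SHH-treated cNCCs, where chance gives 67.3 (2.47 times as many as by chance, Fisher's exact test, one-sided p = 2.45e-27). The in vivo calls are the paper's own and were not recomputed here. The overlap was 108 (39.6 by chance) when a fold change of at least 1.5 was required in vitro. It was 44 (13.4 by chance) when the in vivo FDR had to be under 0.5, and 95 (31.2 by chance) with the replicate number as a block. Among clusters above the median signal it was 207 (115 by chance), and 162 (85.4 by chance) when matched by gene symbol. Random clusters matched on signal gave a mean overlap of 89.3, so signal accounts for a part of the excess over 67.3.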

One hundred seventy-eight common genes were significantly differentially expressed in both arrays (Fig. 4c). These overlapping genes were filtered based on direction of change, with the assumption that a true Shh-regulated gene that is upregulated with the addition of SHH ligand in vitro will be downregulated in vivo with exposure to the Shh pathway inhibitor cyclopamine (or vice versa). Concordant expression changes were observed for 112 genes of the 178 overlapping genes (Fig. 4d and Additional file 4). These positively (*n* = 43) and negatively (*n* = 69) Shh-regulated genes include 14 genes associated with OFCs in humans [15]. 

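In the overlap computed here, most genes changed in opposite directions with SHH and with cyclopamine. Of the 166 transcript clusters, 41 were higher with SHH and lower with cyclopamine, and 67 were lower with SHH and higher with cyclopamine. These 108 concordant clusters are 65.1% of the overlap. A further 36 were higher in both and 22 were lower in both. The totals in each direction alone would give 84.4 concordant clusters (odds ratio 3.44, 95% interval 1.71 to 7.08, Fisher's exact test, two-sided p = 2.10e-04). Concordant clusters include *Ptch1*, *Hhip*, *Gli1* and *Foxd1* among those higher with SHH, and *Gas1* and *Cdon* among those lower. Clusters higher in both include *Dlx5* and *Bmp2*, with log2 fold changes of 3.34 and 0.85 with SHH. Clusters lower in both include *Foxf1* (-0.72) and *Cdkn1c* (-0.71). Of these genes that are not concordant, *Dlx5*, *Bmp2* and *Cdkn1c* are on the study's orofacial cleft list. Where a fold change of at least 1.5 was also required in vitro, 69 were concordant, and 62 were with the replicate number as a block. Among the 44 with an in vivo FDR under 0.5, 27 were concordant (odds ratio 2.66, 95% interval 0.668 to 11.7, Fisher's exact test, two-sided p = 0.136). The paper assumes that a gene truly regulated by Shh should rise with the ligand and fall with the inhibitor, or the reverse. It takes the concordant genes as Shh-regulated on that basis. For its highest-ranked genes the paper also reports RT-PCR changes in the same direction, which were not analysed here.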

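Concordant genes on the study's orofacial cleft list changed in both directions in SHH-treated cNCCs. Among the concordant genes with a symbol in the array annotation, 10 are on that list. Besides *Ptch1*, *Foxf2* and *Foxc2*, those that were higher are *Fgfr2*, a fibroblast growth factor receptor, with a log2 fold change of 0.73 (standard error 0.06, adjusted p = 5.92e-05 from limma), and *Efnb1*, an ephrin ligand, with 0.72 (standard error 0.06, adjusted p = 1.30e-04 from limma). *Edn1*, which encodes the secreted peptide endothelin, was lower, with a log2 fold change of -1.92 (standard error 0.08, adjusted p = 2.43e-06 from limma). *Grem1*, a secreted BMP antagonist, was at -1.22 (standard error 0.06, adjusted p = 7.94e-06 from limma), and *Cask*, a membrane-associated scaffold protein, at -0.52 (standard error 0.05, adjusted p = 2.21e-04 from limma). *Gas1* and *Cdon* are the other two that were lower.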

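Genes that the paper ranks highest for concordant change were higher or lower in SHH-treated cNCCs in the direction of its ranking. Besides the pathway and forkhead genes, the 10 highest-ranked positively regulated genes include *Gm5127*, which rose by 2.80 on the log2 scale (standard error 0.13, adjusted p = 4.76e-06 from limma), and *Frem1*, an extracellular matrix protein, which rose by 2.07 (standard error 0.08, adjusted p = 2.03e-06 from limma). *Epha3*, an ephrin receptor, rose by 1.85, and *Id4*, an inhibitor of helix-loop-helix factors, by 1.09. For *Gm5127* and *Epha3*, 1 SHH-treated culture lay apart from the other 3. Of the 10 highest-ranked negatively regulated genes, *Aoc3*, a cell surface amine oxidase, had a log2 fold change close to that of *Edn1*, at -1.92 (standard error 0.07, adjusted p = 1.16e-06 from limma). *Gprc5a*, an orphan G protein-coupled receptor, had a log2 fold change of -1.32 (standard error 0.16, adjusted p = 8.02e-04 from limma). *Slc38a4*, an amino acid transporter, was at -1.32, *Stambpl1*, a deubiquitinase, at -1.25, *St6galnac2*, a sialyltransferase, at -1.05, and *Bnc1*, a zinc finger protein, at -0.97. These genes were selected by the study on these arrays, so their change on the arrays is not independent evidence. The paper also reports significant RT-PCR changes in these directions for the 10 genes of each ranking in vitro. By its RT-PCR, the 10 positively regulated genes were also reduced in vivo by the inhibitor. Those RT-PCR values were not analysed here.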

The top 30 concordant up- or downregulated genes are listed in Fig. 4e, Tables 1 and 2, and all genes with either concordant or non-concordant expression changes are listed in Additional file 4. Gene ranking is shown in Additional file 5 for positively-regulated genes and Additional file 6 for negatively-regulated genes.

**Fig. 4:**
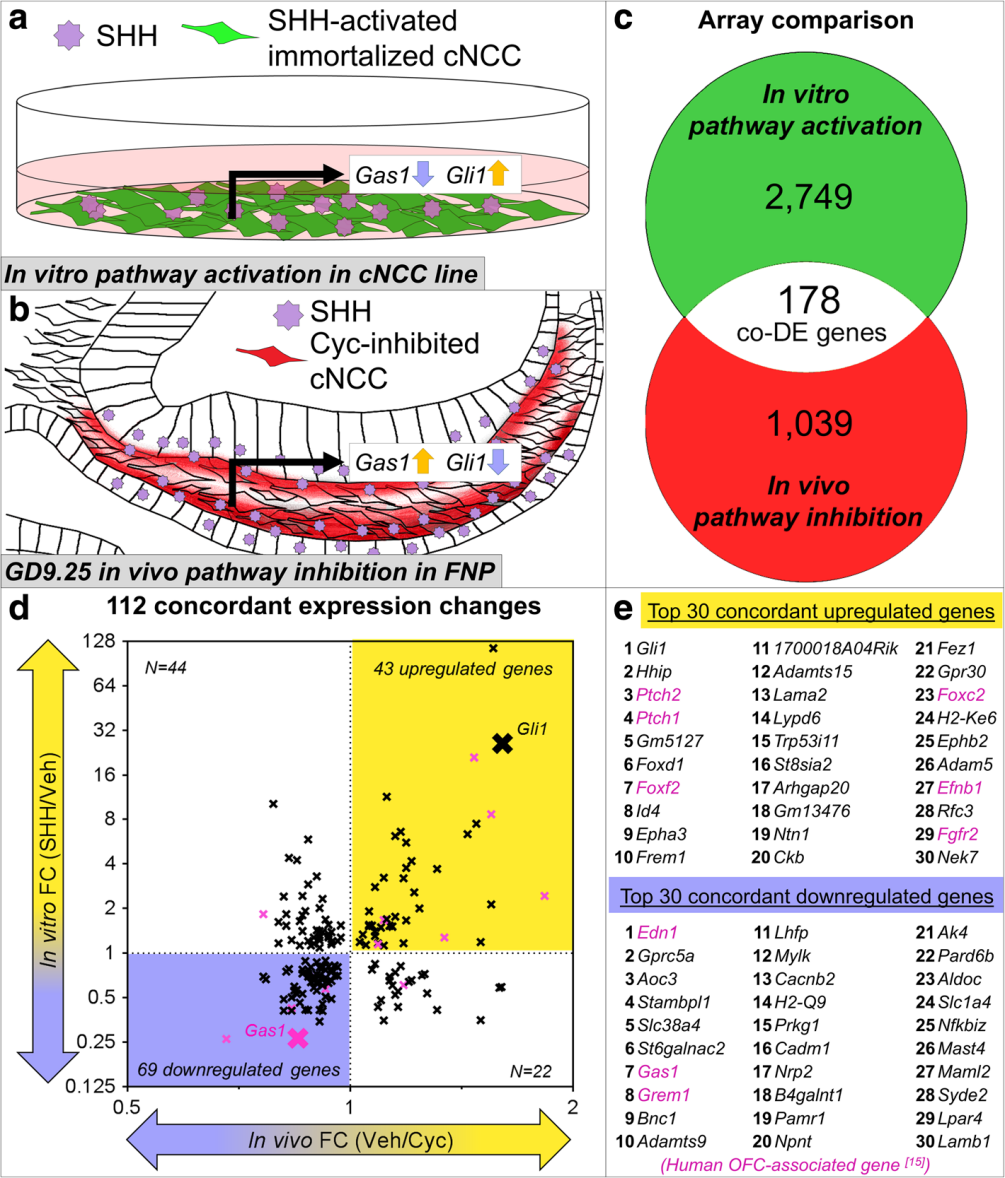
Comparative analysis reveals 112 concordant Shh-regulated genes. **a** Schematic of in vitro Shh pathway activation of cNCCs. **b** Schematic of in vivo Shh pathway inhibition by cyclopamine. Red shading marks cNCCs that would normally respond to SHH ligand stimulation but are blocked by cyclopamine. **c** Comparison of the significant differentially expressed genes between the in vitro model of Shh pathway activation (2749 genes) and the in vivo model of Shh-pathway inhibition (1039 genes). 178 differentially expressed genes are common and overlap between the two microarrays. **d** Scatter plot of 178 common genes. Y-axis shows fold change (SHH/Veh) for the in vitro model of Shh pathway activation, while the X-axis shows fold change (Veh/Cyc) for the in vivo model of Shh pathway inhibition. For clarity of results, in vivo fold change is plotted as Veh/Cyc, such that positively regulated Shh targets appear upregulated in the array and negatively regulated Shh targets appear downregulated. 43 genes show concordant upregulation (positive regulation by Shh signaling, yellow), and 69 genes show concordant downregulation (negatively regulated by Shh signaling, blue). The bona fide Shh targets *Gli1* and *Gas1* are highlighted. Known orofacial cleft (OFC)-associated genes, including *Gas1*, are marked by magenta X’s [15]. **e** The top 30 concordant up- and downregulated genes are listed by rank sum, with OFC-associated genes in magenta. See Table 1 and Table 2 for specific fold changes and FDR *p*-values and Additional files 5 and 6 for gene ranking. A full list of the 112 concordant Shh-regulated genes and the 67 genes with non-concordant changes with their respective linear fold changes can be found in Additional file 4. In vivo array utilized stage-matched FNP tissue from *n* = 6 vehicle and n = 6 cyclopamine-exposed pooled litters

**Table 1:** Top positively Shh-regulated concordant genes

Rank	Gene Symbol	In vitro FC (SHH/Veh)	In vitro FDR *p*-value	In vivo FC (Veh/Cyc)	In vivo FDR *p*-value
1	*Gli1*	25.62	0.000009	1.61	0.104969
2	*Hhip*	114.91	0.000001	1.56	0.119514
3	*Ptch2*	8.68	0.000009	1.55	0.006306
4	*Ptch1*	21	8.20E-07	1.47	0.007005
5	*Gm5127*	7.49	0.000117	1.48	0.538991
6	*Foxd1*	6.37	0.000056	1.44	0.380027
7	*Foxf2*	2.43	0.000041	1.83	0.175736
8	*Id4*	2.13	0.000259	1.55	0.723333
9	*Epha3*	3.7	0.00002	1.31	0.668124
10	*Frem1*	4.18	0.000039	1.21	0.442643
11	*1700018A04Rik*	5.58	0.000086	1.19	0.698151
12	*Adamts15*	6.61	0.000038	1.17	0.704734
13	*Lama2*	3.76	0.00002	1.19	0.571271
14	*Lypd6*	11.4	0.000125	1.12	0.737329
15	*Trp53i11*	2.57	0.000119	1.22	0.516635
16	*St8sia2*	6.19	0.000014	1.15	0.488058
17	*Arhgap20*	2	0.004416	1.24	0.529114
18	*Gm13476*	3.2	0.000017	1.18	0.641684
19	*Ntn1*	3.23	0.000133	1.11	0.618111
20	*Ckb*	1.19	0.000728	1.5	0.447282
21	*Fez1*	1.66	0.00097	1.19	0.704734
22	*Gpr30*	1.76	0.000049	1.15	0.704734
23	*Foxc2*	1.28	0.004471	1.34	0.442166
24	*H2-Ke6*	1.69	0.001836	1.12	0.516635
25	*Ephb2*	2.79	0.000911	1.08	0.73884
26	*Adam5*	1.53	0.009818	1.13	0.704734
27	*Efnb1*	1.67	0.000085	1.11	0.618111
28	*Rfc3*	1.51	0.000725	1.14	0.41917
29	*Fgfr2*	1.67	0.000309	1.11	0.689333
30	*Nek7*	1.17	0.003294	1.18	0.618111

*FC* fold change

**Table 2:** Top negatively Shh-regulated concordant genes

Rank	Gene Symbol	In vitro FC (SHH/Veh)	In vitro FDR *p*-value	In vivo FC (Veh/Cyc)	In vivo FDR *p*-value
1	*Edn1*	0.262467192	0.000042	0.680272109	0.195648
2	*Gprc5a*	0.408163265	0.000156	0.81300813	0.730671
3	*Aoc3*	0.259067358	0.00002	0.847457627	0.725263
4	*Stambpl1*	0.409836066	0.000181	0.833333333	0.654448
5	*Slc38a4*	0.408163265	0.004794	0.833333333	0.737329
6	*St6galnac2*	0.487804878	0.00094	0.81300813	0.714645
7	*Gas1*	0.261096606	0.000085	0.854700855	0.749637
8	*Grem1*	0.423728814	0.000056	0.833333333	0.641684
9	*Bnc1*	0.502512563	0.000752	0.833333333	0.226873
10	*Adamts9*	0.462962963	0.000004	0.854700855	0.448794
11	*Lhfp*	0.558659218	0.000247	0.840336134	0.723333
12	*Mylk*	0.529100529	0.000042	0.847457627	0.32826
13	*Cacnb2*	0.414937759	0.000106	0.869565217	0.618111
14	*H2-Q9*	0.564971751	0.00101	0.847457627	0.170192
15	*Prkg1*	0.595238095	0.00159	0.840336134	0.488058
16	*Cadm1*	0.411522634	0.000029	0.877192982	0.749129
17	*Nrp2*	0.666666667	0.000395	0.769230769	0.685182
18	*B4galnt1*	0.694444444	0.000643	0.763358779	0.560523
19	*Pamr1*	0.531914894	0.004349	0.862068966	0.723333
20	*Npnt*	0.344827586	0.000037	0.909090909	0.448794
21	*Ak4*	0.41322314	0.000639	0.909090909	0.158579
22	*Pard6b*	0.406504065	0.000074	0.917431193	0.707119
23	*Aldoc*	0.751879699	0.001536	0.819672131	0.618111
24	*Slc1a4*	0.584795322	0.002363	0.892857143	0.730671
25	*Nfkbiz*	0.636942675	0.000028	0.884955752	0.661155
26	*Mast4*	0.558659218	0.000588	0.900900901	0.618111
27	*Maml2*	0.454545455	0.000009	0.917431193	0.618111
28	*Syde2*	0.78125	0.007317	0.826446281	0.704734
29	*Lpar4*	0.689655172	0.000181	0.877192982	0.317827
30	*Lamb1*	0.694444444	0.000362	0.877192982	0.155497

*FC* fold change

We next sought to validate the differential expression of the top 10 genes positively and negatively regulated by Shh signaling. RT-PCR confirmed significant differential expression and direction of change for each of these genes in response to SHH ligand stimulation in vitro (Fig. 5a, b). Similarly, each of the top 10 positively regulated genes was significantly reduced by pathway inhibition in vivo (Additional file 7). Next, to determine the tissue localization for each of the top Shh-regulated genes during normal orofacial development, mesenchyme and surface ectoderm of the tissues that form the median upper lip, the paired medial nasal processes (MNPs), of GD10 or GD11 embryos were enzymatically separated and isolated [16] (Fig. 5c). Gene expression was then analyzed for each tissue compartment by RT-PCR and reported as the percent of total expression in the mesenchyme and ectoderm (see methods). Expression for the majority of the top 20 Shh-regulated genes was enriched in the mesenchyme of the MNPs at GD10 (12/20) and GD11 (15/20) (Fig. 5d, e).

**Fig. 5:**
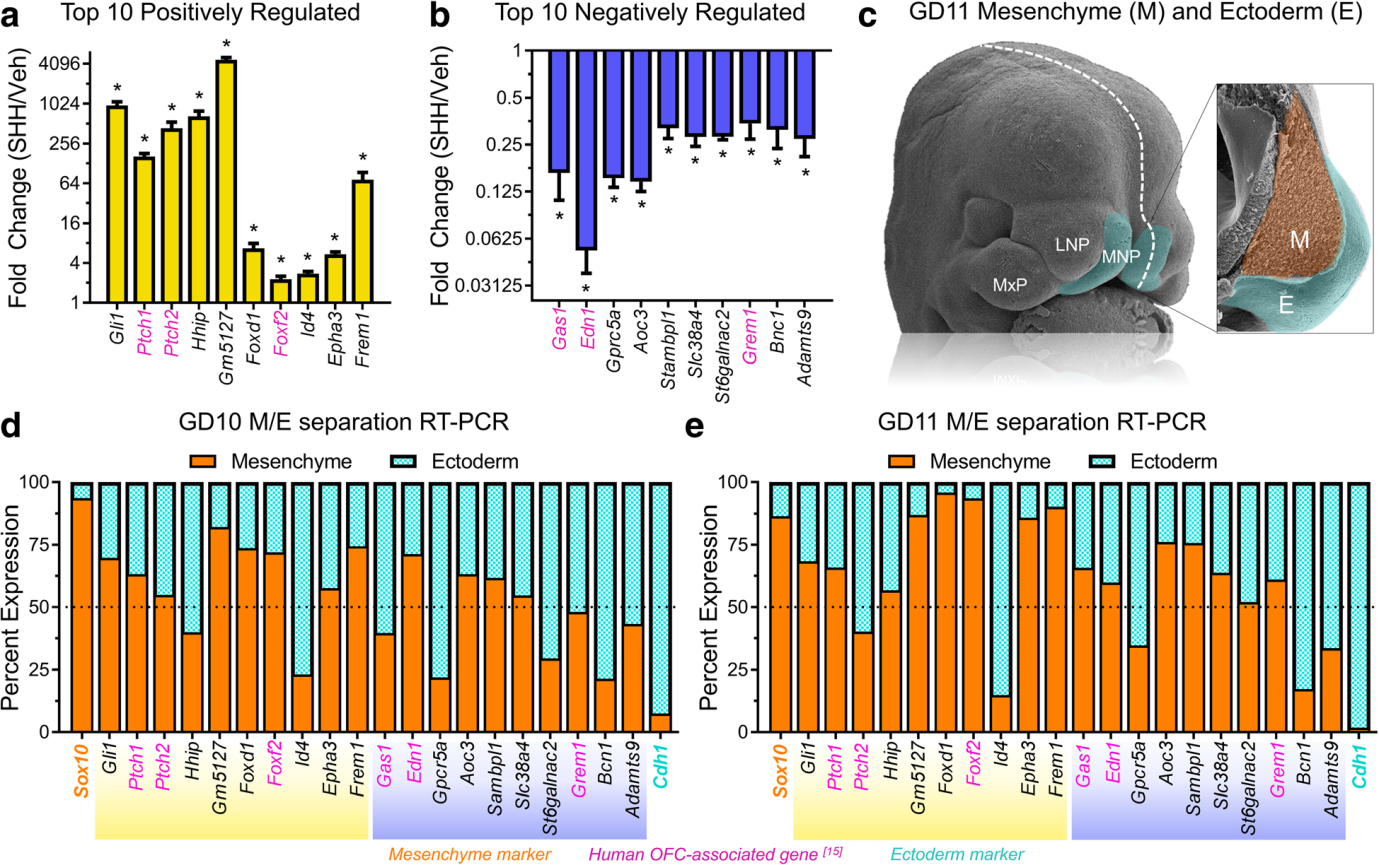
Expression validation of concordant Shh-regulated genes. **a**-**b** Vehicle-normalized expression relative to *Gapdh* is shown for the top 10 (**a**) up- and (**b**) downregulated genes with concordant expression changes. Mean fold change (SHH/Veh) +/− SEM is shown. Known orofacial cleft-associated genes in humans are highlighted in magenta [15]. *N* = 4 samples per treatment group. **c** Pseudo-colored scanning electron micrographs are shown for an intact and a sagittally cut (white dashed line) GD11 mouse embryo. The cranial neural crest-derived mesenchyme (orange) and surface ectoderm (teal) of the MNPs of GD10 or GD11 embryos were separated and isolated for RT-PCR analysis. **d**-**e** Tissue-specific expression enrichment was determined for the top 10 up- and downregulated concordant genes. Values represent the mean expression per *Gapdh* for the mesenchymal (orange) and ectodermal (teal) compartments of the MNPs for each gene divided by the total expression in both tissues multiplied by 100%. *Sox10* (orange) is a specific marker of the cNCC-derived mesenchyme, and *Cdh1* (E-cadherin, teal) is a specific marker of the surface ectoderm. Surface ectoderm and mesenchyme tissues were isolated from *N* = 3 pooled litters per gestational stage. MNP = medial nasal process, LNP = lateral nasal process, MxP = maxillary process, M = mesenchyme, E = ectoderm, OFC = orofacial cleft

Next, to describe the possible roles of Shh-regulated genes in cNCCs, functional gene annotation enrichment analysis was conducted on the 112 genes that were Shh-regulated in vivo and in vitro (Fig. 6a and Additional file 8). 

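Pathway genes made up most of the category of smoothened signaling among the concordant genes. Of its 5 genes, *Hhip*, *Gli1*, *Ptch1* and *Fgfr2* were higher and *Gas1* was lower in SHH-treated cNCCs, with a median log2 fold change of 4.39. Of the 7 measured genes of mesenchyme development, 5 were higher and 2 were lower. *Foxd1*, *Epha3*, *Efnb1*, *Fgfr2* and *Foxc2* are those that were higher. The call of *Foxc2* was lost when any vehicle replicate or the first SHH replicate was left out. *Edn1* was among those that were lower. The counts of both categories were the same when adjusted over the list alone. The study selected these genes for their change in the same samples, so the counts are not independent evidence.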

Serving as a proof of concept, Smoothened signaling pathway (fold enrichment = 12.19, *p*-value = 7.32 × 10^− 4^) and mesenchyme development (fold enrichment = 5.709, *p*-value = 4.88 × 10^− 4^) were each significantly enriched in the Shh-regulated gene set. More interestingly, significant enrichment of biological processes critical for cNCC biology and orofacial development was also observed, including cell adhesion (fold enrichment = 2.329, *p*-value = 4.79 × 10^− 4^), cell proliferation (fold enrichment = 2.061, *p*-value = 1.60 × 10^− 3^), cell migration (fold enrichment = 2.489, *p*-value = 1.07 × 10^− 3^), angiogenesis (fold enrichment = 3.163, *p*-value = 1.28 × 10^− 2^), and perivascular cell markers (fold enrichment = 3.355, *p*-value = 7.65 × 10^− 7^) (genes in perivascular cell category are listed in Additional file 8). 

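The study's categories of cell adhesion, proliferation, migration and angiogenesis hold genes that were higher and genes that were lower in SHH-treated cNCCs. Of all 108 concordant clusters 67 were lower, and no difference of a category from that share was tested. Of 21 genes of cell adhesion, 6 were higher, 13 were lower and 2 did not pass the test (6 and 14 when adjusted over the list alone). Of 21 measured genes of cell proliferation, 9 were higher, 10 were lower and 2 did not pass (9 and 11 when adjusted over the list alone). Of 16 of cell migration, 5 were higher and 11 were lower, and of 7 of angiogenesis, 3 were higher and 4 were lower, with the same counts adjusted over the list alone. *Dlg1*, a scaffold protein of cell junctions in the adhesion and proliferation categories, had a log2 fold change of -0.65 (standard error 0.06, adjusted p = 1.45e-04 from limma). The study drew these categories from its concordant genes, so the counts are not independent evidence. Of the 245 measured genes on the study's perivascular list, which was compiled from a published gene set, 10 are among the 100 concordant genes with a symbol in the annotation. This is 4.08% of the list against 0.451% of all measured genes (9.05 times as many as by chance, Fisher's exact test, one-sided p = 1.63e-07; 5.42 times among clusters above the median signal and 14.3 times with the replicate number as a block). *Adamts15*, a secreted protease, rose by 2.69 (standard error 0.10, adjusted p = 1.37e-06 from limma), *Lama2*, a laminin chain, by 1.95, and *Ntn1*, a guidance cue, by 1.65, with a dimmer cluster of *Ntn1* at 0.70. *Gper1*, a membrane estrogen receptor, rose by 0.82, and *Cd248*, a stromal and pericyte glycoprotein, by 0.62. Among those that were lower, *Mylk*, the myosin light chain kinase, was at -0.92, *Lhfp* at -0.87, and *Rcn3*, a protein of the endoplasmic reticulum, at -0.60. *Foxd1* and *Aoc3* complete the 10.

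**Figure D4:**
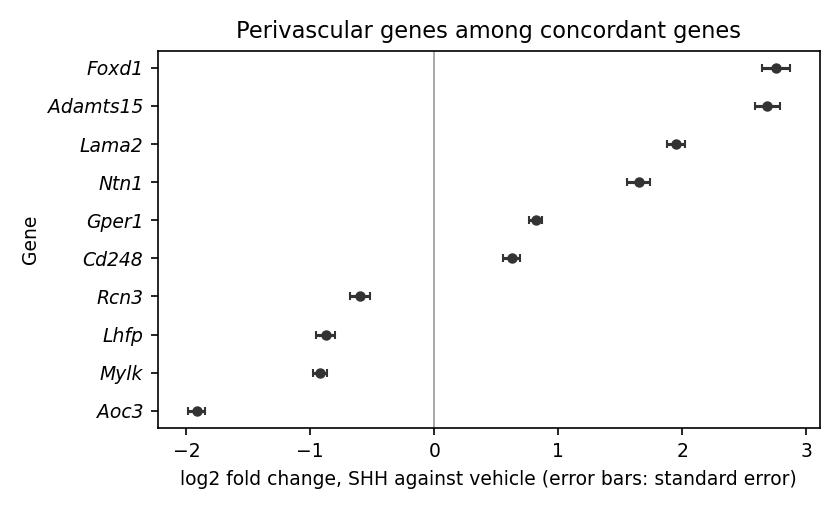
Log2 fold change with SHH (x axis) of the 10 concordant genes on the perivascular list (y axis), as points with their standard errors, from 4 cultures per treatment. The 6 genes right of 0 were higher and the 4 left of it were lower, from 2.76 for *Foxd1* to -1.92 for *Aoc3*.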

Based on previous findings that Shh-regulated genes in the cNCC-derived mesenchyme promote the tissue outgrowth required for proper upper lip morphogenesis [13], we predicted a significant proportion of human OFC-associated genes would be regulated by Shh signaling in the mesenchyme of the FNP and/or MNPs. Therefore, a category was constructed based on a recently published compilation of human OFC-associate genes [15], and the overrepresentation of those genes was assessed in the Shh-regulated gene set (genes in OFC category are listed in Additional file 8 and [15]). 

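Genes on the study's orofacial cleft list were called more often than other genes in SHH-treated cNCCs. Of the 313 measured genes of the list, 35 were higher, 46 were lower and 232 did not pass the test (47 higher and 52 lower when adjusted over the list alone), where chance gives 31.2 calls in all (Fisher's exact test, one-sided p = 4.64e-16). Among clusters above the median signal there were 95 calls, where chance gives 58.4 (p = 1.35e-07, Fisher's exact test), and with the replicate number as a block 43, where chance gives 15.1 (p = 6.25e-10). The median log2 fold change of the list was 0.01. Among the 100 concordant genes with a symbol, the 10 on the list are 7.09 times as many as the 1.41 that chance gives (Fisher's exact test, one-sided p = 1.53e-06). *Ptch1*, *Foxf2*, *Fgfr2*, *Efnb1* and *Foxc2* were higher and *Edn1*, *Gas1*, *Grem1*, *Cdon* and *Cask* were lower. The call of *Foxc2* was lost when any vehicle replicate or the first SHH replicate was left out, although its values did not overlap between the treatments. From the enrichment of the cleft genes among the concordant genes, the paper proposes that many known orofacial cleft genes are regulated by Shh in the mesenchyme that derives from cNCCs.

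**Figure D5:**
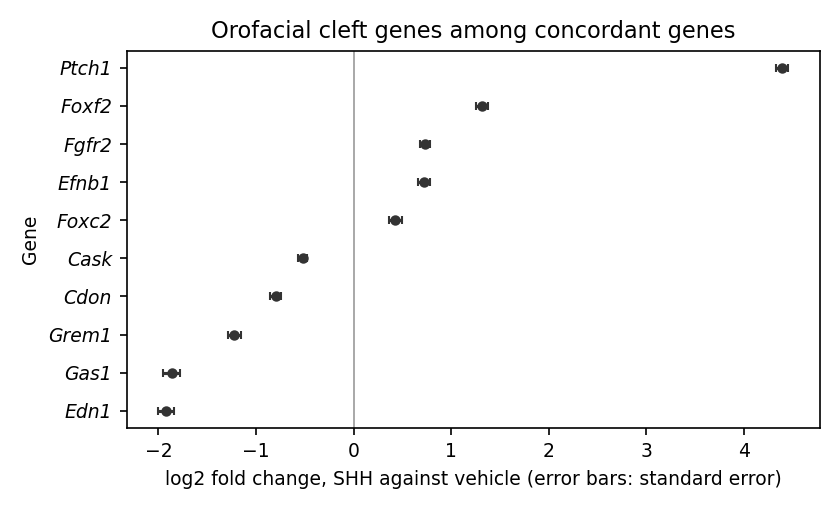
Log2 fold change with SHH (x axis) of the 10 concordant genes counted on the orofacial cleft list (y axis), as points with their standard errors, from 4 cultures per treatment. Values run from 4.39 for *Ptch1* to -1.92 for *Edn1*.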

Interestingly, OFC-associated genes were significantly enriched among Shh-regulated genes, suggesting that many known OFC genes are Shh-regulated in the cNCC-derived mesenchyme (fold enrichment = 2.077; *p*-value = 2.82 × 10^− 7^) (Additional file 8). Lastly, a protein interaction network was produced showing known and proposed interactions between the 112 concordant genes and highlighting the large number of Shh-regulated genes that are already-described human OFC genes (Fig. 6b).

**Fig. 6:**
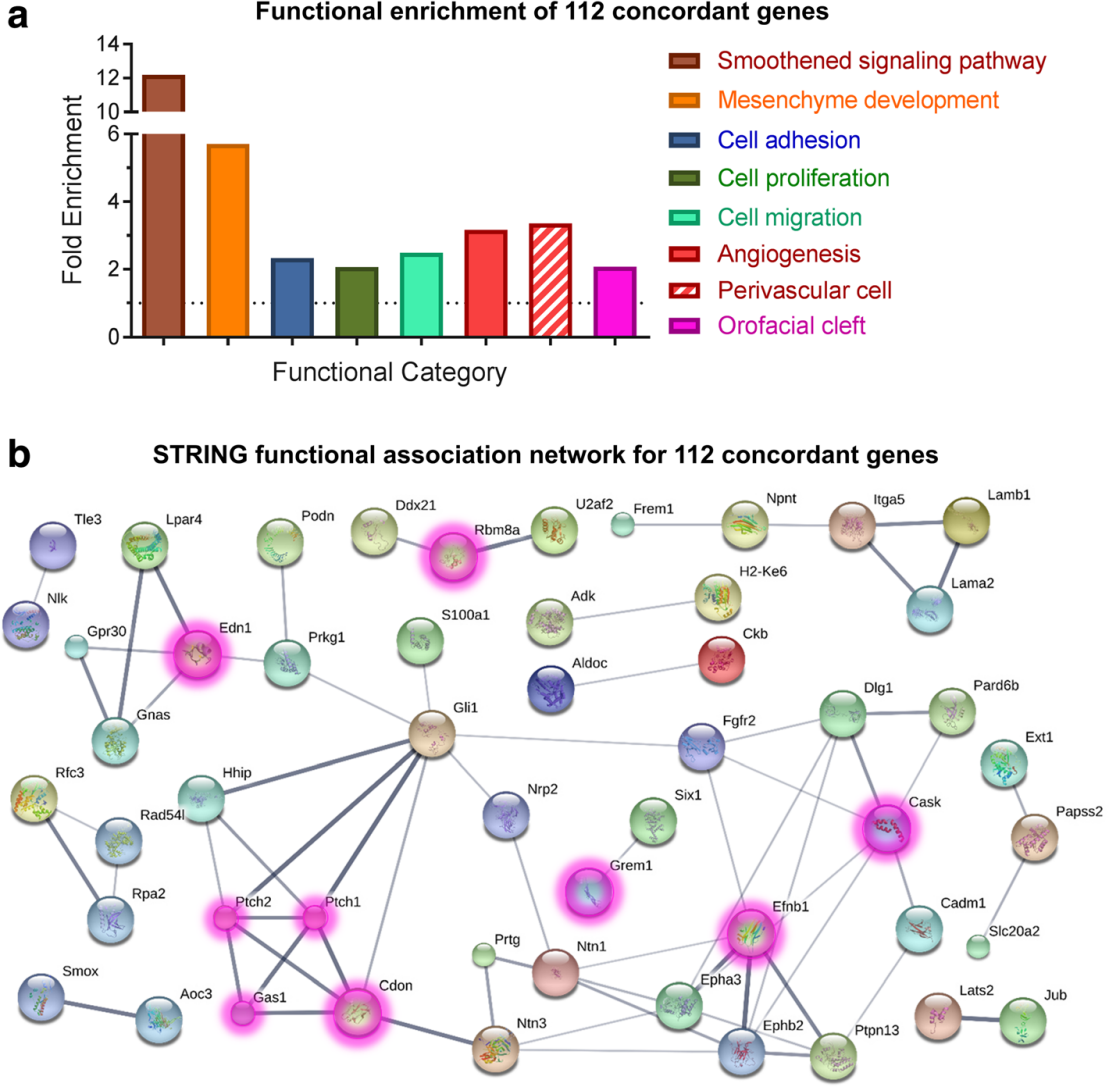
Enrichment analysis of 112 concordant Shh-regulated genes. **a** Functional enrichment analysis of 112 genes with concordant expression changes in the two microarrays. A table of these results is available as Additional file 8. **b** Predicted protein interaction network of 112 genes with concordant expression changes. Known orofacial cleft (OFC)-associated genes in humans are highlighted in magenta [15]

## Discussion

The cranial neural crest is a multipotent cell population that migrates from the dorsal margins of the neural folds to populate the facial primordia and pharyngeal arches by GD9.0 in the mouse [17]. Following migration, these cells receive developmental cues from the surrounding neuroectoderm and surface ectoderm that guide their proliferation and differentiation into the facial bones, cartilage, and the neurons and glia of the peripheral nervous system [18, 19]. While SHH is considered a major regulator of epithelial-mesenchymal interactions in craniofacial morphogenesis, the specific biological processes and intermediary target genes that regulate these processes are not fully understood.

We compared the transcriptional response of isolated cNCCs exposed to SHH ligand to that of primordial midfacial tissue exposed to a specific Shh pathway inhibitor to reveal new insight into the role of Shh signaling in cNCC biology and OFC pathogenesis. While ensuring that the observed expression changes were specific to the cNCC-derived mesenchyme, the in vitro system yielded robust expression changes, maximizing our ability to identify Shh-regulated genes. The in vivo model of transient pathway inhibition in FNP tissue comprised of multiple cell types elicited more modest transcriptional changes but provided a filter to enrich for genes relevant to cleft pathogenesis [10]. Leveraging and integrating the unique advantages of these models enabled the identification of Shh-regulated genes specifically in the cNCC-derived mesenchyme that are also dysregulated during the initial pathogenesis of clinically relevant OFC outcomes.

Our findings suggest Shh signaling has pleiotropic effects on cNCC biology. Several biological processes that cNCCs normally undergo during embryogenesis, which are required for proper orofacial development, appeared to be regulated by Shh signaling in cNCCs, including cell migration, cell proliferation, and cell adhesion [20, 21]. A surprising finding from this study was the identification of angiogenesis as a Shh-regulated process in cNCCs during OFC pathogenesis. While Shh signaling has been linked to angiogenesis by several lines of investigation, the underlying mechanism is controversial [22–24]. For example, some reports argue that SHH acts directly on endothelial cells, while others suggest that endothelial cells are not capable of a canonical response to SHH ligand [22, 25]. Importantly, lineage tracing experiments have demonstrated that multipotent cNCCs give rise to the perivascular cells/pericytes of the head and face [26], but the molecular drivers of their differentiation have not been identified. We show that Shh regulates key angiogenic and perivascular genes in isolated cNCCs, and that Shh regulation of angiogenic and perivascular genes is disrupted during the initial pathogenesis of cleft lip. These results suggest that Shh signaling may promote the differentiation of multipotent cNCCs to endothelium-supporting perivascular cells/pericytes during craniofacial morphogenesis, and disruption of this molecular-cellular program may contribute to OFC pathogenesis. 

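Secreted angiogenic and anti-angiogenic factors changed in both directions in SHH-treated cNCCs. Of 31 such factors, 8 were higher, 12 were lower and 11 did not pass the test (10 higher and 15 lower when adjusted over the list alone), and the list as a whole did not shift (adjusted p = 0.0925 from limma's camera), although it did so downward after another quantile normalization (adjusted p = 0.0398 from limma's camera). The list passed the second test (adjusted p = 6.02e-07 from fry). The largest change on the list was that of *Ccn3*, at -3.13, and *Edn1* was at -1.92. *Pgf*, the placental growth factor, rose by 2.29 (standard error 0.18, adjusted p = 7.24e-05 from limma). *Thbs1*, a thrombospondin that restrains vessel growth, was at -2.10 (standard error 0.06, adjusted p = 3.76e-07 from limma), and *Adamts1*, a protease with anti-angiogenic activity, at -2.04 (standard error 0.06, adjusted p = 3.67e-07 from limma). Of 14 pericyte markers, 3 were higher, 1 was lower and 10 did not pass (4 higher and 2 lower when adjusted over the list alone; adjusted p = 0.299 from limma's camera, 7.53e-04 from fry). *Cspg4*, the NG2 proteoglycan, rose by 1.25, and *Notch3*, a receptor of mural cells, by 0.65. *Anpep*, an aminopeptidase, was at -0.85, with 1 SHH-treated culture apart from the other 3. Of 15 endothelial cell markers, 2 were higher, none was lower and 13 did not pass (2 higher when adjusted over the list alone; adjusted p = 0.245 from limma's camera, 0.00581 from fry), and these 2 are *Erg*, a transcription factor gene (0.93), and *Cdh5*, which encodes VE-cadherin (0.67). In vehicle-treated cNCCs the mean signals of *Cdh5* (5.40) and *Pgf* (4.07) lay below the median of each array. Where such a signal is background, the rise is a lower bound. The call of *Cdh5* ended with the replicate number as a block. On the study's perivascular list, 39 of the 245 measured genes were higher, 61 were lower and 145 did not pass (46 higher and 73 lower when adjusted over the list alone), where chance gives 24.5 calls in all (Fisher's exact test, one-sided p = 2.55e-37), and 43.6 for the 107 calls among clusters above the median signal and 11.8 for the 59 with the replicate number as a block. The median log2 fold change of this list was -0.01. The in vivo samples were not analysed here. From the angiogenic and perivascular genes among the changes, the paper proposes that Shh signaling may promote the differentiation of cNCCs to perivascular cells.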

Despite the requirement for new vasculature formation during tissue outgrowth, disruption of angiogenesis is a relatively understudied mechanism in orofacial clefting. The demonstration that Shh signaling regulates angiogenic and perivascular genes in the cNCC-mesenchyme of the developing upper lip provides new opportunities to investigate the complex mechanisms underlying orofacial clefting.

Morphogenesis of the upper lip and secondary palate share molecular drivers and cellular components, including a densely packed cNCC-derived mesenchyme [8, 27]. However, the etiology and pathogenesis of cleft lip is often considered distinct from that of cleft palate [28–32]. While cleft lip is one of the most common structural malformations in humans and the most common OFC subtype [33], our understanding of its pathogenesis has been limited by the relative resistance of mice to this malformation. Here, we leveraged one of the few mouse models of non-syndromic cleft lip to identify cNCC targets of Shh signaling during initial cleft lip pathogenesis. In addition to many genes already linked to OFCs in humans, this study highlights new candidates to examine in OFC etiology. 

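All 4 of these genes changed in SHH-treated cNCCs, *Efnb1* upward and *Adamts9*, *Edn1* and *Dlg1* downward. *Adamts9*, a secreted metalloprotease, had a log2 signal of 9.45 ± 0.01 (SD, n = 4) with vehicle and 8.34 ± 0.04 (SD, n = 4) with SHH, a log2 fold change of -1.11 (standard error 0.05, adjusted p = 3.61e-06 from limma). *Edn1* went from 7.11 ± 0.13 to 5.19 ± 0.09, *Dlg1* from 10.50 ± 0.04 to 9.86 ± 0.07, and *Efnb1* from 9.35 ± 0.07 to 10.07 ± 0.07 (SD, n = 4 each). In each of them the 4 values of a treatment lay apart from the 4 of the other.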

In fact, several of the Shh target genes identified here in the cNCC, including *Adamts9, Edn1*, *Dlg1,* and *Efnb1,* are already implicated in cleft palate pathogenesis by existing mouse models*.* Our findings argue that these genes should be specifically examined as candidate human OFC genes in patient populations with either cleft palate or cleft lip.

The majority of OFC cases in humans are of unknown etiology, suggesting additional genes remain to be identified. Using our in vivo system, we previously found the Forkhead box transcription factor *Foxf2* to be a canonical Shh target gene that promotes proliferation of the cNCC-derived mesenchyme and is downregulated in the cNCC-derived FNP and MNP mesenchyme during OFC pathogenesis [13]. Human relevance of this model was reinforced with the identification of *FOXF2* SNPs associated with OFCs in a large, multi-ethnic patient population [13]. Building upon this foundation, the current study demonstrated that 14 genes previously linked to human OFCs are Shh-regulated in cNCCs. This finding bolsters the possibility that several of the novel Shh-regulated genes identified here may contribute to OFC etiology, warranting their examination in human patient populations.

## Conclusions

Orofacial clefts are common congenital malformations that cause significant morbidity in affected children. While we have made great advances in understanding the etiology of these complex human birth defects, the causes of the malformations remain unexplained for the majority of patients. Here, we utilized a novel approach to Shh target gene identification to discover genes in the cNCC-derived mesenchyme that are Shh-regulated and whose expression is altered during the initial pathogenesis of OFCs. We identified several known and novel biological processes that appear Shh-regulated in cNCCs and dysregulated during OFC pathogenesis. Together, this work improves our understanding of the roles of Shh signaling in cNCC biology and identifies several novel Shh-regulated genes as candidate OFC genes, providing new avenues to elucidate the basis of these common human birth defects.

## Methods

### In vitro cell culture

Immortalized O9–1 cranial neural crest cells were provided by Dr. Robert Maxson, Keck School of Medicine at the University of Southern California and cultured as described by Ishii and colleagues [12] with the following modifications: 0.25% trypsin in 0.5 mM EDTA was used for passaging at a subculture ratio of 1:3 to 1:10. Cells were allowed to attach for 24 h and media were replaced with DMEM containing 1% FBS ± SHH-N peptide (R&D Systems, Minneapolis, MN) at 0.4 μg/mL. 48 h after SHH treatment, cells were lysed for RNA collection. *N* = 4 biological replicates were examined in each treatment group for microarray and RT-PCR analyses.

### RNA extraction and purification

RNA was isolated using GE Illustra RNAspin kits (GE Healthcare). RNA quality was determined by analysis with an Agilent Bioanalyzer 2100 (Additional file 9). This RNA starting material was used for both microarray analysis and RT-PCR validation assays. cDNA was synthesized from 250 μg of total RNA using Promega GoScript (Promega Corporation) reverse transcription reaction kits.

### Microarray sample preparation, hybridization, and scanning

Affymetrix Mouse Gene 2.0 ST GeneChip® arrays were used for microarray analysis. Ambion Whole-Transcript Expression and the Affymetrix GeneChip Whole Transcript Terminal Labeling Reagent kits were employed to generate sense strand end-terminus biotin-labeled single-stranded cDNA. 100-500 ng of total RNA was used for input in a first strand cDNA synthesis reaction to specifically prime non-ribosomal RNA, including both poly(A) and non-poly(A) mRNA, followed immediately by second strand cDNA synthesis. The 2nd cDNA was purified with paramagnetic beads and input into an 8 h IVT reaction to generate amplified RNA. This amplified RNA was then input into the 2nd cycle cDNA synthesis to generate double-stranded cDNA, which was purified by paramagnetic beads, fragmented, and end-terminus labeled with biotin. The end-terminus, biotin-labeled cDNA was hybridized to an AFX Mouse Gene 2.0 ST GeneChip for 16 h at 45 °C (one sample per chip for a total of 8 chips). Following hybridization, the GeneChip was washed and stained with Streptavidin-Phycoerythrin (SAPE) on the AFX Fluidics450 Station. To quantify the fluorescent signal from each feature on the GeneChip, all GeneChips were scanned at a wavelength of 570 nm on the GC3000 G7 scanner. Fluorescent signals corresponding to hybridization intensities were determined using the Affymetrix GCOS software. Intensity files were then converted to signal files using Affymetrix Expression Console for subsequent analysis.

### Microarray computational analysis

Significant differential gene expression was determined using Affymetrix Transcriptome Analysis Console (TAC, v.2.0.0.9). Gene annotation enrichment analysis for pathways and biological processes was conducted using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [34, 35]. The orofacial cleft gene set was compiled based on Funoto et al. [15], and the perivascular cell gene set was compiled based on He et al. [36]. Gene lists for both categories are presented in Additional file 8. Identification of top differentially expressed genes in the comparative analysis was accomplished by ranking each concordant gene by fold change in both the in vivo and in vitro arrays and calculating the rank sum for each gene. The top 10 positively and negatively regulated genes were selected for additional analysis.

### Mesenchyme-ectoderm separation

Separation of mesenchyme and surface ectoderm of GD10 and GD11 medial nasal processes was accomplished as previously described [13, 16]. Expression per *Gapdh* was calculated for each gene in each tissue, and the percent expression in the epithelial and mesenchymal compartment vs total expression (sum expression in both compartments) is reported.

### Quantitative real-time RT-PCR

Singleplex RT-PCR was conducted as previously described [37] using SSoFast EvaGreen Supermix (BioRad Laboratories) and a BioRad CFX96 Touch thermocycler. Gene-specific RT-PCR primers were designed using IDT PrimerQuest (http://www.idtdna.com/primerquest). Primers were resuspended as stock solutions of 100 μM in TE buffer at pH = 7.0 (Ambion). Working stocks were made as 10 μM solutions containing both forward and reverse primers. Primer sequences are listed in Additional file 10. *Gapdh* was used as the housekeeping gene and analyses were conducted with the 2^-ddCt method.

### Statistics

Affymetrix Transcriptome Analysis Console (TAC) v. 2.0.0.9 was used for determination of significant differential expression in microarray experiments. Due to inherent differences between the samples used for each analysis (i.e. a uniform cell population with Shh pathway activation vs complex in vivo tissue with transient Shh pathway perturbation), an FDR *p*-value (Benjamini-Hochberg *p*-value) less than 0.01 was utilized for the in vitro microarray and an FDR *p*-value less than 0.75 was used for the in vivo microarray for determination of significance. This strategy was chosen to minimize false negatives for the less robust in vivo array, while false positives are reduced by comparing to the more stringently gated in vitro data set. The Database for Annotation, Visualization and Integrated Discovery (DAVID) was used for GO and INTERPRO enrichment analyses of differentially expressed genes [34, 35]. Enrichment for orofacial cleft and perivascular cell markers were assessed by a hypergeometric distribution test using categories built from published gene sets [15, 36] (genes for each category are listed in Additional file 8), with an alpha value < 0.05 considered significant. Two-tailed t-tests with Holm-Sidak correction were used for RT-PCR experiments using *Graphpad Prism 6*, with an alpha value < 0.05 considered significant.

## Additional files

Additional file 1: Table of all genes with respective expression data for in vitro microarray analysis.

Additional file 2: Table of enriched biological categories for in vitro analysis.

Additional file 3: Table of all genes with respective expression data for in vivo microarray analysis.

Additional file 4: Table of common genes dysregulated in both in vivo and in vitro microarrays with respective expression data. Concordant genes are marked in the last column.

Additional file 5: Ranking of positively regulated concordant genes for Fig. 4e.

Additional file 6: Ranking of negatively regulated concordant genes for Fig. 4e.

Additional file 7: RT-PCR validation of positively Shh-regulated genes in vivo.

Additional file 8: Table of enriched biological categories for concordant genes.

Additional file 9: Agilent Bioanalyzer 2100 RNA quality results for in vitro and in vivo samples.

Additional file 10: Table of RT-PCR primer sequences.

## Abbreviations

Cyc: Cyclopamine
DE: Differentially expressed
E: Ectoderm
FC: Fold change
FNP: Frontonasal prominence
GD: Gestational day
LNP: Lateral nasal process
M: Mesenchyme
MNP: Medial nasal process
MxP: Maxillary process
OFCs: Orofacial clefts
SHH: Shh ligand/protein
Shh: Sonic Hedgehog
Veh: Vehicle

## References

[1] Tolarová MM, Cervenka J (1998). Classification and birth prevalence of orofacial clefts. Am J Med Genet.

[2] Murray JC (2002). Gene/environment causes of cleft lip and/or palate. Clin Genet.

[3] Edison R, Muenke M (2003). The interplay of genetic and environmental factors in craniofacial morphogenesis: holoprosencephaly and the role of cholesterol. Congenit Anom (Kyoto).

[4] Juriloff DM, Harris MJ (2008). Mouse genetic models of cleft lip with or without cleft palate. Birth Defects Res A Clin Mol Teratol.

[5] Vieira AR (2008). Unraveling human cleft lip and palate research. J Dent Res.

[6] Graham JM, Shaw GM (2005). Gene-environment interactions in rare diseases that include common birth defects. Birth Defects Res A Clin Mol Teratol.

[7] Oski FA (1990). Principles and practice of pediatrics.

[8] Jiang R, Bush JO, Lidral AC (2006). Development of the upper lip: morphogenetic and molecular mechanisms. Dev Dyn.

[9] Marcucio RS, Cordero DR, Hu D, Helms JA (2005). Molecular interactions coordinating the development of the forebrain and face. Dev Biol.

[10] Lipinski RJ, Song C, Sulik KK, Everson JL, Gipp JJ, Yan D, Bushman W, Rowland IJ (2010). Cleft lip and palate results from hedgehog signaling antagonism in the mouse: phenotypic characterization and clinical implications. Birth Defects Res A Clin Mol Teratol.

[11] Cordero D, Marcucio R, Hu D, Gaffield W, Tapadia M, Helms JA (2004). Temporal perturbations in sonic hedgehog signaling elicit the spectrum of holoprosencephaly phenotypes. J Clin Invest.

[12] Ishii M, Arias AC, Liu L, Chen YB, Bronner ME, Maxson RE (2012). A stable cranial neural crest cell line from mouse. Stem Cells Dev.

[13] Everson JL, Fink DM, Yoon JW, Leslie EJ, Kietzman HW, Ansen-Wilson LJ, Chung HM, Walterhouse DO, Marazita ML, Lipinski RJ (2017). Sonic hedgehog regulation of Foxf2 promotes cranial neural crest mesenchyme proliferation and is disrupted in cleft lip morphogenesis. Development.

[14] Lipinski RJ, Hutson PR, Hannam PW, Nydza RJ, Washington IM, Moore RW, Girdaukas GG, Peterson RE, Bushman W (2008). Dose-and route-dependent teratogenicity, toxicity, and pharmacokinetic profiles of the hedgehog signaling antagonist cyclopamine in the mouse. Toxicol Sci.

[15] Funato N, Nakamura M (2017). Identification of shared and unique gene families associated with oral clefts. Int J Oral Sci.

[16] Li H, Williams T. Separation of mouse embryonic facial ectoderm and mesenchyme. J Vis Exp. 2013;74:50248.10.3791/50248PMC365486223603693

[17] Minoux M, Rijli FM (2010). Molecular mechanisms of cranial neural crest cell migration and patterning in craniofacial development. Development.

[18] Le Douarin NM, Brito JM, Creuzet S (2007). Role of the neural crest in face and brain development. Brain Res Rev.

[19] Dupin E, Creuzet S, Le Douarin NM (2006). The contribution of the neural crest to the vertebrate body. Adv Exp Med Biol.

[20] Noden DM, Trainor PA (2005). Relations and interactions between cranial mesoderm and neural crest populations. J Anat.

[21] Cox TC (2004). Taking it to the max: the genetic and developmental mechanisms coordinating midfacial morphogenesis and dysmorphology. Clin Genet.

[22] Alvarez JI, Dodelet-Devillers A, Kebir H, Ifergan I, Fabre PJ, Terouz S, Sabbagh M, Wosik K, Bourbonnière L, Bernard M, van Horssen J, de Vries HE, Charron F, Prat A (2011). The hedgehog pathway promotes blood-brain barrier integrity and CNS immune quiescence. Science.

[23] Kolesová H, Roelink H, Grim M (2008). Sonic hedgehog is required for the assembly and remodeling of branchial arch blood vessels. Dev Dyn.

[24] Pola R, Ling LE, Silver M, Corbley MJ, Kearney M, Blake Pepinsky R, Shapiro R, Taylor FR, Baker DP, Asahara T, Isner JM (2001). The morphogen sonic hedgehog is an indirect angiogenic agent upregulating two families of angiogenic growth factors. Nat Med.

[25] Renault MA, Roncalli J, Tongers J, Thorne T, Klyachko E, Misener S, Volpert OV, Mehta S, Burg A, Luedemann C, Qin G, Kishore R, Losordo DW (2010). Sonic hedgehog induces angiogenesis via rho kinase-dependent signaling in endothelial cells. J Mol Cell Cardiol.

[26] Etchevers HC, Vincent C, Le Douarin NM, Couly GF (2001). The cephalic neural crest provides pericytes and smooth muscle cells to all blood vessels of the face and forebrain. Development.

[27] Lan Y, Xu J, Jiang R (2015). Cellular and molecular mechanisms of Palatogenesis. Curr Top Dev Biol.

[28] Rahimov F, Jugessur A, Murray JC (2012). Genetics of nonsyndromic orofacial clefts. Cleft Palate Craniofac J.

[29] FRASER FC (1955). Thoughts on the etiology of clefts of the palate and lip. Acta Genet Stat Med.

[30] Sivertsen A, Wilcox AJ, Skjaerven R, Vindenes HA, Abyholm F, Harville E, Lie RT (2008). Familial risk of oral clefts by morphological type and severity: population based cohort study of first degree relatives. BMJ.

[31] Ludwig KU, Mangold E, Herms S, Nowak S, Reutter H, Paul A, Becker J, Herberz R, AlChawa T, Nasser E, Böhmer AC, Mattheisen M, Alblas MA, Barth S, Kluck N, Lauster C, Braumann B, Reich RH, Hemprich A, Pötzsch S, Blaumeiser B, Daratsianos N, Kreusch T, Murray JC, Marazita ML, Ruczinski I, Scott AF, Beaty TH, Kramer FJ, Wienker TF, Steegers-Theunissen RP, Rubini M, Mossey PA, Hoffmann P, Lange C, Cichon S, Propping P, Knapp M, Nöthen MM (2012). Genome-wide meta-analyses of nonsyndromic cleft lip with or without cleft palate identify six new risk loci. Nat Genet.

[32] Leslie EJ, Marazita ML (2013). Genetics of cleft lip and cleft palate. Am J Med Genet C Semin Med Genet.

[33] Watkins SE, Meyer RE, Strauss RP, Aylsworth AS (2014). Classification, epidemiology, and genetics of orofacial clefts. Clin Plast Surg.

[34] Huang dW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

[35] Huang dW, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res.

[36] He L, Vanlandewijck M, Raschperger E, Andaloussi Mäe M, Jung B, Lebouvier T, Ando K, Hofmann J, Keller A, Betsholtz C (2016). Analysis of the brain mural cell transcriptome. Sci Rep.

[37] Heyne GW, Everson JL, Ansen-Wilson LJ, Melberg CG, Fink DM, Parins KF, Doroodchi P, Ulschmid CM, Lipinski RJ (2016). Gli2 gene-environment interactions contribute to the etiological complexity of holoprosencephaly: evidence from a mouse model. Dis Model Mech.

# Supplementary material for: Identification of sonic hedgehog-regulated genes and biological processes in the cranial neural crest mesenchyme by comparative transcriptomics
**Source:** BMC Genomics. 2018 Jun 27;19:497. doi: 10.1186/s12864-018-4885-5
**Supplement:** Supplementary file 7 — RT-PCR validation of positively Shh-regulated genes in vivo.

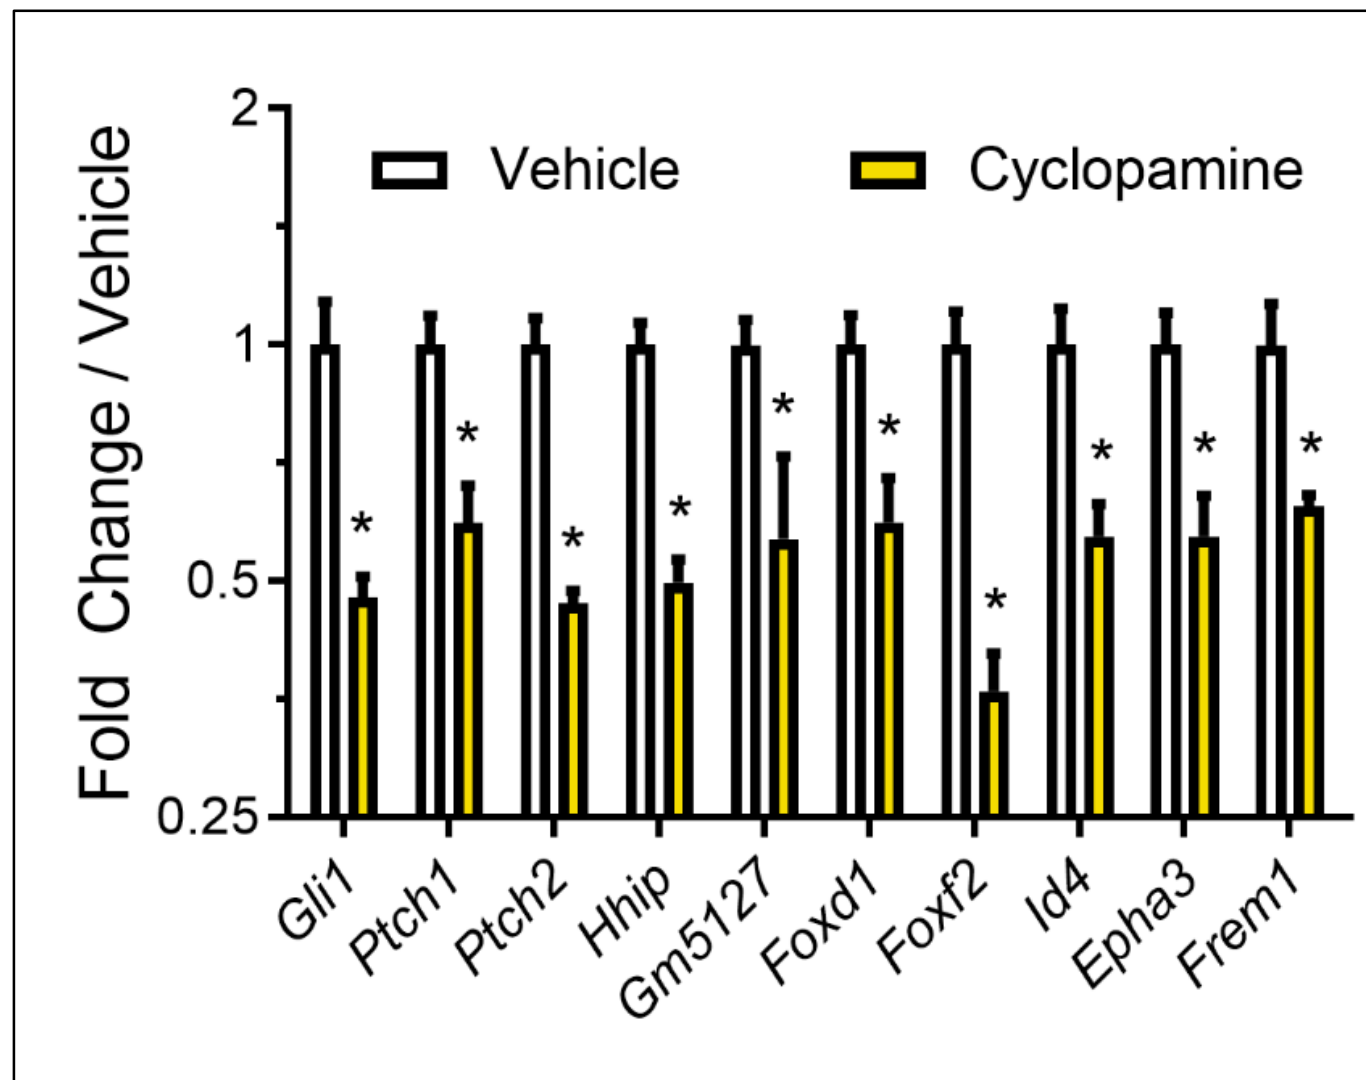

***In vivo* RT-PCR expression validation.** *In vivo* vehicle-normalized expression relative *Gapdh* +/- SEM is shown for the top ten upregulated genes with concordant expression changes. N=6 samples per treatment group. * denotes significant downregulation based on p -value < 0.05 by Student's t -test

# Supplementary material for: Identification of sonic hedgehog-regulated genes and biological processes in the cranial neural crest mesenchyme by comparative transcriptomics
**Source:** BMC Genomics. 2018 Jun 27;19:497. doi: 10.1186/s12864-018-4885-5
**Supplement:** Supplementary file 9 — Agilent Bioanalyzer 2100 RNA quality results for in vitro and in vivo samples.

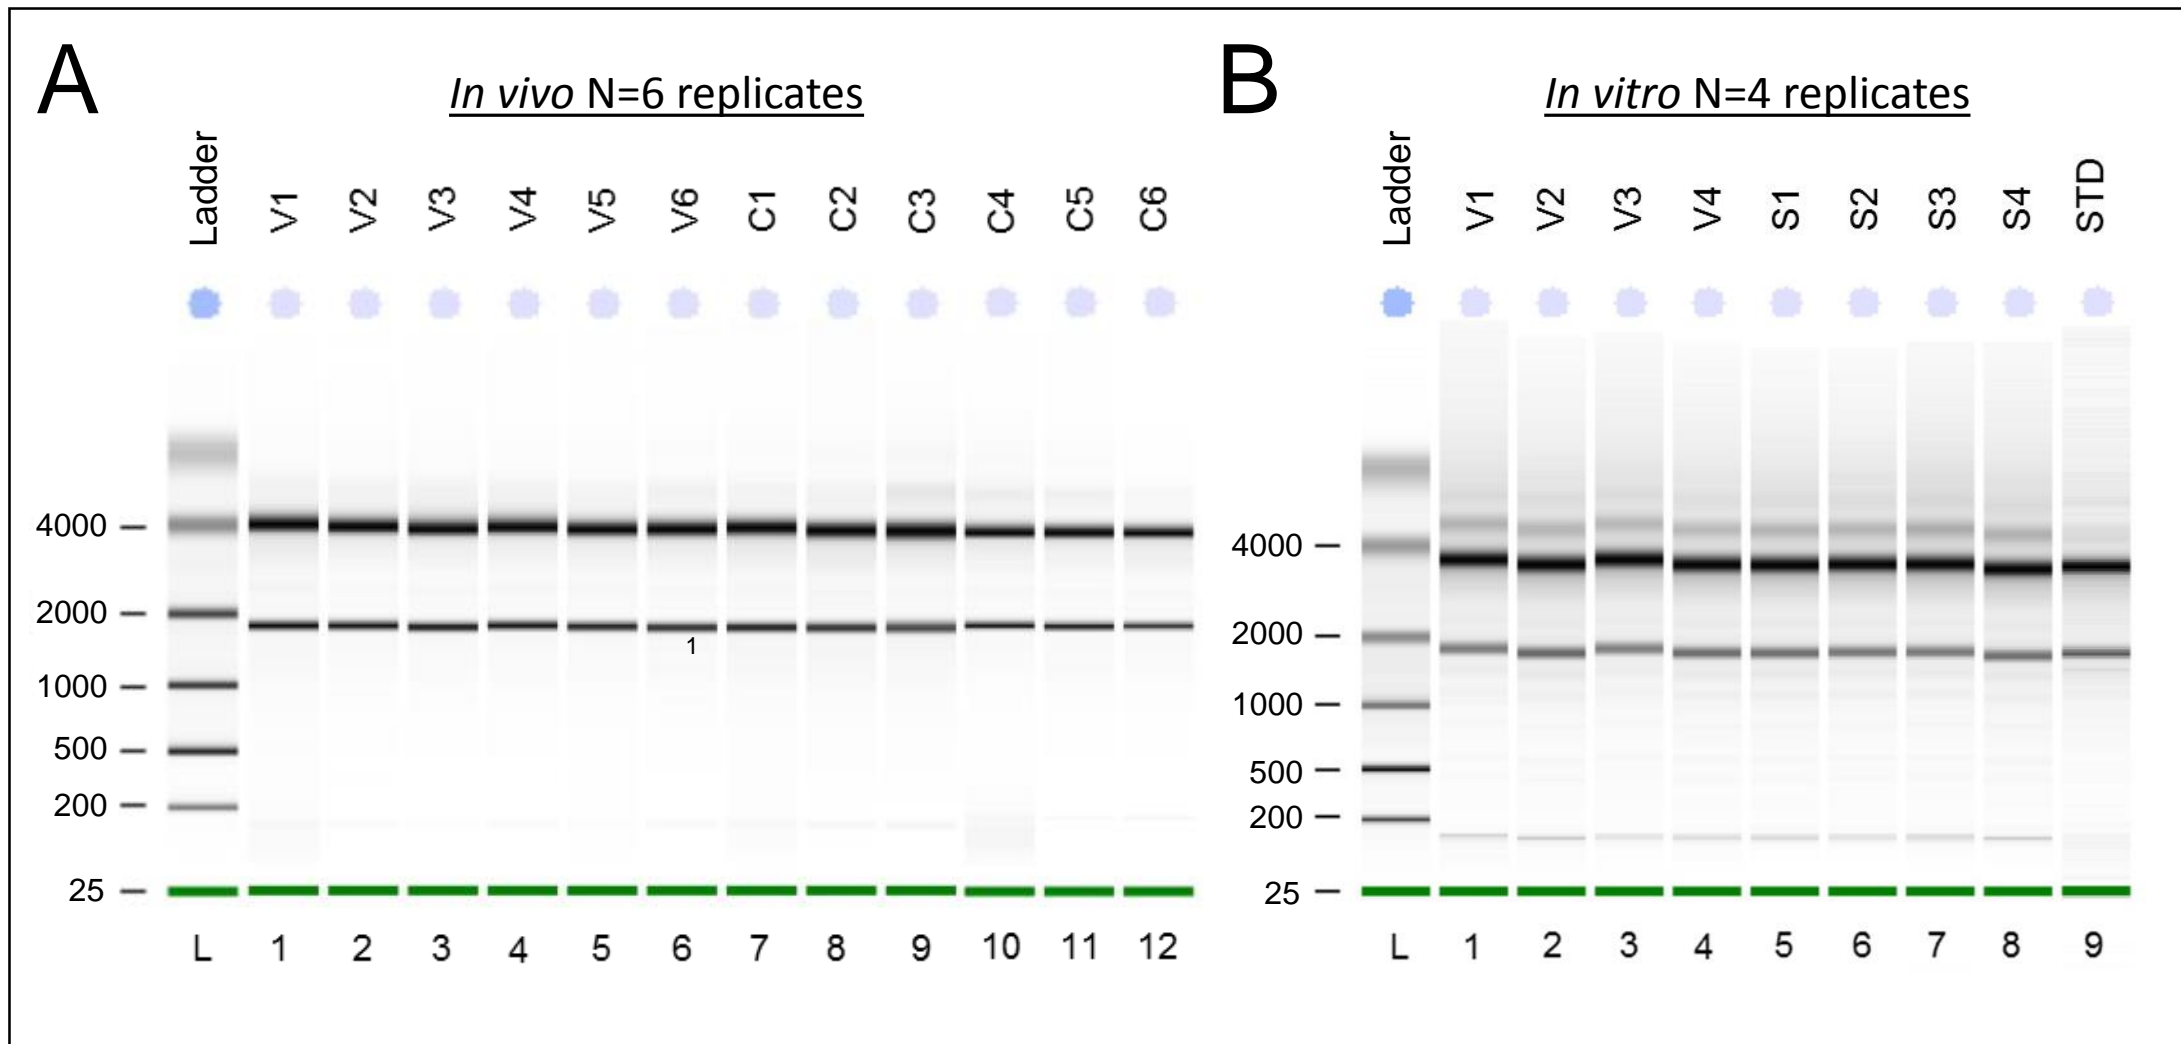

RNA quality assessment. RNA quality was analyzed with an Agilent Bioanalyzer 2100 showing high quality RNA for all (A) 12 *in vivo* samples (V1-V6, C1-C6), (B) 8 *in vitro* samples (V1-V4, S1-S4) and an RNA standard (STD). V=vehicle, C=cyclopamine, S=SHH, L=ladder.

How the deposited data were processed for this re-analysis (not part of the article)

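RNA from O9-1 cells, an immortalized line of mouse cranial neural crest cells, was measured on 8 Affymetrix Mouse Gene 2.0 ST arrays. The cells had 4 vehicle-treated and 4 SHH-treated cultures, with SHH at 0.4 μg/mL and RNA collected at 48 h, and the labels call the cultures biological replicates. The treatment of each array was taken from its label. The authors read the intensities with Affymetrix GCOS, converted them to signal files with Expression Console and tested them with Transcriptome Analysis Console 2.0, as their processing notes and methods state. The log2 values are used as deposited: the authors had made them comparable between the arrays, by an algorithm that is not given in the sources used here, and neither is the genome build. The number of arrays limits the precision. The signal over background of dim transcript clusters may limit which changes could be detected, which was not tested. The deposited values hold no measure of background. For 20 of the 115 genes described, the mean of a treatment lay at or below 5.76, the highest median signal of an array, and where such a signal is background the fold change is a lower bound.

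All 41345 transcript clusters were tested with limma 3.58.1 in R 4.3.3 by its moderated test with default settings, SHH minus vehicle, without a filter on dim clusters and without a block for the replicate number. A cluster was called at a Benjamini-Hochberg adjusted p under 0.01. Gene symbols came from the array annotation given for these values, and symbols of the lists were matched through a table of gene names on assembly GRCm38.p6. Where a gene has several transcript clusters, the one with the highest mean signal over the 8 arrays stands for it. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

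The genes named in the text follow a rule with these parts: genes that the paper names for the in vitro arrays or ranks in the first 10 of Tables 1 and 2, genes of a category of the paper where that category is described, the 10 largest rises and the 10 largest falls among clusters with 1 symbol, up to 4 members of each list with the largest changes, concordant members of the perivascular and orofacial cleft lists, and *Gapdh*. Which of the genes under this rule the text describes was listed by hand after their values had been seen, and 1 gene under it is not reported here. Members of small counts in the other observations were also named after their values were seen. Values in the paper's tables, and the first lines of its list of differential genes, had been seen before the lists were written, among them *Ifit1*, *Stat2*, *Oasl2*, *Ifi44*, *Usp18*, *Irf7* and *Rtp4* of the interferon-stimulated genes.

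The 33 gene lists were tested with camera of limma at a preset inter-gene correlation of 0.01, adjusted over the lists, at an adjusted p under 0.05, and again with an estimated correlation. The second test was fry of limma, also adjusted over the lists. The lists hold the groups named next. They hold feedback and target genes of the Shh pathway, its receptors and transducers, interferon-stimulated genes, G1/S and DNA replication, mitosis, cyclin-dependent kinase inhibitors, smooth muscle contractile genes, chondrocyte and osteoblast genes, angiogenic and anti-angiogenic secreted factors, markers of endothelial cells, pericytes, glia, neurons, melanocytes, epithelial cells and leukocytes, adipocyte genes, regulators of the neural crest and facial mesenchyme, signaling by BMP and TGF-beta, Wnt, Notch and FGF, axon guidance, cholesterol synthesis, glycolysis and hypoxia, the unfolded protein response, p53 targets, immediate early genes, forkhead, collagen and integrin genes, and intraflagellar transport with the BBSome. The perivascular list of the paper has 258 different symbols and its orofacial cleft list 350, and 245 and 313 of these were measured. They were compared with the calls by Fisher's exact test, one-sided, over 22180 genes.

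The in vivo transcript clusters and their directions are the paper's calls at its FDR threshold of 0.75, matched by cluster. The in vivo samples and the RT-PCR values were not analysed here. The list of in vitro differential genes in the paper's supplement was held only in part, with 182 entries, and was not used for a test.

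Tests on simulated data with 200 changed clusters recovered 40%, 72%, 100% and 96% of the changes of 1.5-fold, 2-fold, 4-fold and 8-fold, with 2 false calls (1.28% of the calls) and no unchanged list called. The simulated clusters were drawn independently, so they cannot show how camera behaves when the members of a list are correlated. The data have 2679 calls, far more than the 200 simulated changes. These shares therefore do not give the power of the real comparison. Alternatives were the test of the methods, limma with trend and robust settings or array weights, another quantile normalization, median centring, only clusters above the median signal or with 1 symbol, the replicate number as a block, each array left out in turn, an adjusted p under 0.05, a fold change of at least 1.5, an in vivo FDR under 0.5, a match by gene symbol, an estimated correlation and the mean of a gene's clusters. All 35 ways to divide the 8 arrays into groups of 4 were also tested.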

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

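The test of nuclear RNA, the interval and the separate slopes given for vehicle RNA, those of single cultures and of a shift of whole arrays behind the interferon-stimulated genes, the draws for the orofacial cleft list, and the comparison of divisions by the arrays they exchange were chosen only after the results were seen.

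SHH replicate 3 lay apart from the other SHH replicates, at 41.8 on the second principal component. More noise was not seen over clusters that do not respond, where the SD of its deviations was 0.246 and the highest of the other SHH replicates was 0.258. Each SD was taken over a different set of clusters. The other replicates were also compared with a mean that includes replicate 3. More noise in replicate 3 is therefore not excluded. A weaker response to SHH stays open, because the slope of its change on that of the other replicates was 0.913, against 0.977 to 0.990 for them, which lies between the bounds set for the test, and so does vehicle RNA mixed into the sample, because the median excess of the 40 clusters that fell at least 4-fold in the others was -0.00603 with a 95% interval of -0.0619 to 0.0774, and the slope was 0.837 over falls (0.942 to 0.997 in the others) and 0.982 over rises (0.961 to 1.02). A candidate explanation is a larger share of nuclear RNA in that sample: over 131 clusters of microRNA precursors and nuclear noncoding RNAs the median deviation was 0.0696, where the other 7 arrays had -0.0458 to 0.0226. This class was chosen after the largest deviations of that array were seen, the genes seen then were left out, and of the 6 long noncoding RNAs examined *Malat1* (0.30) and *Kcnq1ot1* (0.34) lay beyond the other arrays while *Meg3* (-0.06), *Rian* (0.02), *Pvt1* (0.04) and *Airn* (0.11) did not.

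Interferon-stimulated genes were lower in SHH-treated cNCCs, with a median log2 fold change of -0.70, and the paper does not discuss them. Differences between single cultures are excluded, since the nearest vehicle and SHH arrays were 0.730 apart in the mean of the list, where the range within a treatment was at most 0.0467. A shift of whole arrays is excluded by a median of -0.68 after another quantile normalization and -0.69 after median centring, and a shift of dim clusters alone by a median of -0.78 among 30 members above the median signal. Only 1 of 35 divisions of the arrays, the real one, gave a shift as large (0.705 in size, against 0.411 for the highest of the others). That share, 0.0286, is the smallest that 35 divisions can give. Some of the listed genes and their direction had been seen in the paper's results on these arrays before the list was written. This favours the real division, so the comparison does not exclude chance. A response of these genes to SHH may be the source, as a hypothesis found and tested on the same arrays, for which no biological test was run.

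SHH calls were over-represented among the paper's in vivo clusters, on the perivascular and orofacial cleft lists and in the concordant direction. A preference of both sets for high signals is excluded as the whole cause, since random clusters matched on signal gave a mean overlap of 89.3 and at most 129 in 10000 draws against 166, and random genes gave a mean of 32.4 and at most 54 perivascular calls against 100, and a mean of 44.7 and at most 69 orofacial cleft calls against 81. Clusters with an in vivo FDR of 0.5 or more carried a direction too (odds ratio 3.73, 95% interval 1.63 to 8.83), which excludes that the loosest in vivo clusters have none. For the 2679 calls, only 1 of 35 divisions of the arrays, the real one, gave as many, and the highest of the others gave 0. That share, 0.0286, is the smallest that 35 divisions can give, so it argues against chance without excluding it. Without a call, the overlap (166), the concordant clusters (108) and the perivascular and orofacial cleft calls (100 and 81) are 0 in each other division. The concordant genes of each list (10) and the forkhead calls (9) are 0 there too. The same comparison (1 of 35, highest of the others 0) therefore says nothing about these counts. A shared response to the Shh pathway stays open for the overlap, and no other biological explanation was tested.

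In 15 of 236 groups of 4 arrays, 1 array lay far from the other 3, where chance gives 11.8, or about 1 in 20. In SHH replicate 4 the log2 signal of *Hey1* was 9.30 (10.06 to 10.16 in the other 3), that of *Egfl6* 9.02 (9.28 to 9.31), *Foxc1* 9.55 (9.30 to 9.32), *Ctnnb1* 11.85 (12.02 to 12.04), *Runx1* 8.78 (8.50 to 8.52) and *Ibsp* 7.26 (7.55 to 7.58). In the other SHH replicates, *Itga8* was at 8.94 in replicate 1 (8.72 to 8.76), *Gm5127* at 7.88 (7.72 to 7.75) and *Epha3* at 9.67 (9.81 to 9.84) in replicate 2, and *Anpep* at 6.99 in replicate 3 (7.16 to 7.19). Among the vehicle replicates, *Runx3* was at 6.80 in replicate 1 (7.07 to 7.12), *Igfbp7* at 7.90 in replicate 2 (7.98 to 7.99), and *Foxm1* at 7.15 (6.89 to 6.92) and *Pid1* at 7.66 (7.45 to 7.48) in replicate 3. On the third principal component, vehicle replicate 3 was at -39.8, where the other vehicle replicates were between 11.3 and 18.7.

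Lists that shifted and that the paper does not discuss are those of mitosis, with a median log2 fold change of 1.50, the unfolded protein response, with -0.45, and Notch signaling, with 0.19, which did not pass with an estimated correlation (adjusted p = 0.169 from camera of limma). For the 7 lists that shift, 4 of 35 divisions of the arrays gave as many, with a highest of 8 among the others, so this count does not exclude chance. The 16 divisions that exchange 1 array per treatment, and so keep part of the difference between the treatments, gave 5 to 8 lists, and the 18 that exchange 2 gave 0.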

How the results depend on the processing

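None of the alternatives was chosen after the results were seen. The counts of clusters higher and lower in SHH-treated cNCCs were 2073 and 2621 at an adjusted p under 0.05, 765 and 809 with a fold change of at least 1.5, and 624 and 616 with the replicate number as a block, and 1217 of the 1240 calls of the block are among the 2679. No shared effect of the replicate number was seen, since the residuals of same-numbered replicates correlated at -0.0155, -0.0218, -0.0103 and 0.0195 across clusters, which are not independent replicates. These correlations cannot show whether same-numbered cultures were handled together. With the block, the overlap with the in vivo clusters was 95, with 62 concordant, and the perivascular, orofacial cleft and forkhead calls were 59, 43 and 5 (p = 0.0548 for the forkhead genes, Fisher's exact test). A fold change of at least 1.5 gave an overlap of 108 with 69 concordant, and an in vivo FDR under 0.5 gave 44 with 27 concordant, whose direction no longer passed (p = 0.136, Fisher's exact test). Among clusters above the median signal, 12 forkhead genes were called (p = 0.0678, Fisher's exact test) and the first principal component held 63.8% of the variance. The stricter thresholds count fewer clusters by construction. The block leaves fewer residual degrees of freedom for each test, also by construction, while same-numbered replicates were not correlated. How much of its fall in calls comes from this was not tested, and for the others the cause was not tested.

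Without 1 array at a time, the ranges were 934 to 1070 clusters higher, 1018 to 1322 lower, 4.61 to 4.78 for *Gli1*, -1.94 to -1.82 for *Gas1*, 129 to 138 for the overlap, 82 to 91 concordant, 79 to 87 perivascular and 64 to 70 orofacial cleft calls, 10 to 10 and 9 to 10 concordant genes of these lists, 5 to 9 forkhead calls, -0.80 to -0.70 for the interferon-stimulated genes, 6 to 8 lists that shift and 42.4% to 46.4% for the first principal component, the highest without SHH replicate 3. The forkhead calls were 5 (p = 0.245), 6 (p = 0.0983) and 5 (p = 0.232, Fisher's exact test) without vehicle replicates 1, 2 and 4, and the cause was not tested. With an estimated correlation, 5 lists shifted.

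Of the 113 genes described besides *Gli1* and *Gas1*, 112 passed the threshold. Over 16 alternatives (15 for *Kif14* and *Pgf*, which lie below the median signal), 1776 of 1806 values kept their call, 30 lost it, none gained one and none changed direction. The block ended the calls of *Foxm1*, *Foxc1*, *Foxo6*, *Foxc2*, *Runx3*, *Chac1*, *Mitf*, *Cdh5*, *Rcn3* and *Cask*, and the test of the methods those of *Foxm1* and *Chac1*. A left-out array ended those of 5 genes, *Foxm1*, *Foxc1*, *Foxo6*, *Foxc2* and *Runx3*. Signal over background limits the calls among dim clusters.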

Differences from the paper's values

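No test in this part was chosen after the values were seen. The fold enrichment of perivascular genes among the concordant genes was 9.05, where the paper's value is 3.355, and that of orofacial cleft genes was 7.09, where the paper's value is 2.077. The values here are over 22180 genes with 100 concordant genes, and the background behind the paper's values is not given in the sources used here. Each of the 16 alternatives set before the data were examined also gave a value that differs from the paper's for both, with the lowest among clusters above the median signal (5.42 and 4.85). The counts of differential and concordant genes were within 1.5 times the paper's values, and the fold changes of the 20 genes ranked first in Tables 1 and 2 were within 1.07 times.

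Of the 178 clusters that the paper lists as common to both experiments, 155 were called here, all 178 had the same sign, and the 23 that were not called had a median adjusted p of 0.0268 from limma. Of its 112 concordant clusters, 101 were called here with the same sign.

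Fig. 2a labels as *Gli1* a point at about the position of *Hhip*, read by eye, where the log2 fold change of *Gli1* was 4.71 and that of *Hhip* 6.84. The in vivo FDR values in Tables 1 and 2 differ from those in Additional file 4 for 16 of 60 genes, each of which has the value of another gene of the table, and the in vitro values differ for 6. For *Gas1* the paper's in vivo FDR is 0.749637 in the table and 0.448794 in Additional file 4, and for *Adamts9* it is the reverse.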

Other observations

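No test in this part was chosen after the result was seen. Genes of mitosis rose together in SHH-treated cNCCs, and all 29 measured members were higher (29 when adjusted over the list alone, adjusted p = 4.79e-32 from limma's camera, 0.0249 with an estimated correlation). *Ccna2*, which encodes cyclin A2, rose by 2.46 on the log2 scale (standard error 0.15, adjusted p = 1.99e-05 from limma), *Mki67*, a proliferation marker, by 2.18, *Kif11*, a spindle kinesin, by 2.17, and *Nusap1*, a spindle protein, by 2.17, with a dimmer cluster of *Nusap1* at 0.31 (adjusted p = 0.388 from limma). Of 8 cyclin-dependent kinase inhibitors, *Cdkn3* was higher, *Cdkn1b* and *Cdkn1c* were lower and 5 did not pass, with the same counts when adjusted over the list alone (adjusted p = 0.983 from limma's camera). Interferon-stimulated genes were mostly lower: of 37, 25 were lower, 1 was higher and 11 did not pass (27 lower and 1 higher when adjusted over the list alone, adjusted p = 9.92e-21 from limma's camera, 0.00802 with an estimated correlation), where 7 of the listed genes and their direction had been seen in the paper's supplement before the list was written. *Ifit1*, an RNA-binding antiviral protein, was at -2.37 (standard error 0.06, adjusted p = 2.56e-07 from limma), *Usp18*, which removes the ubiquitin-like protein ISG15, at -2.24, *Rtp4* at -2.14 and *Oasl2* at -1.98. The gene that was higher is *Cmpk2*, a mitochondrial nucleotide kinase (1.58).

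Of 15 genes of the unfolded protein response, 8 were lower, none was higher and 7 did not pass (12 lower when adjusted over the list alone, adjusted p = 1.03e-09 from limma's camera). With an estimated correlation this shift passed only narrowly (adjusted p = 0.0492 from camera). *Asns*, asparagine synthetase, was at -0.66, *Xbp1*, a transcription factor of this response, at -0.59, *Ddit3*, which encodes CHOP, at -0.58 and *Chac1* at -0.97, whose call ended with the test of the methods (adjusted p = 0.0106). Of 16 Notch signaling genes, 6 were higher, 1 was lower and 9 did not pass (7 higher and 1 lower when adjusted over the list alone, adjusted p = 0.0449 from limma's camera). This shift did not pass with an estimated correlation (adjusted p = 0.169), without SHH replicate 3 (adjusted p = 0.0841) or 4 (adjusted p = 0.0679), or with the test of the methods (adjusted p = 0.133), limma with trend and robust settings (adjusted p = 0.0534), array weights (adjusted p = 0.0592), another quantile normalization (adjusted p = 0.0747), median centring (adjusted p = 0.0510) or only clusters above the median signal (adjusted p = 0.0964). *Hes1*, a repressor that Notch induces, rose by 3.03, *Jag1*, a ligand, by 1.36 and *Hey2* by 1.29, while *Maml2*, a coactivator, was lower. Of 16 osteoblast genes, 7 were higher, 4 were lower and 5 did not pass (7 and 5 when adjusted over the list alone, adjusted p = 0.299 from limma's camera), among them *Ibsp*, bone sialoprotein, at 2.54, with 1 SHH-treated culture apart, and *Alpl*, alkaline phosphatase, at 2.39, with a dimmer cluster at 1.65. Of 28 regulators of the neural crest and facial mesenchyme, 8 were higher, 6 were lower and 14 did not pass, with the same counts when adjusted over the list alone (adjusted p = 0.364 from limma's camera). The osteoblast list (adjusted p = 4.72e-04) and the neural crest list (adjusted p = 0.0127) passed fry.

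Markers of other cell types did not shift as lists by camera. By fry, the lists of melanocytes (adjusted p = 1.70e-05), glia (5.96e-04), adipocytes (4.76e-07) and epithelial cells (0.0468) passed. Those of neurons (0.392) and leukocytes (0.784) did not pass fry. Of 10 melanocyte markers, *Ednrb*, *Mlana* (-1.63) and *Mitf* (-0.52) were lower and 7 did not pass (3 lower when adjusted over the list alone, adjusted p = 0.135 from limma's camera), with a median of 0.04 and a mean of -0.49, and among clusters above the median signal this list shifted downward (adjusted p = 0.00856 from limma's camera). Of 10 glial markers, *S100b*, *Egr2* and *Pmp22* were higher and *Mbp* was lower, with the same counts when adjusted over the list alone (adjusted p = 0.0883 from limma's camera, and 0.0436 without vehicle replicate 3). Among 13 neuron markers *Map2* was lower, alone also when adjusted over the list alone (adjusted p = 0.978 from limma's camera), with a median of -0.02, a mean of 6.16e-04 and a downward test. Of 9 adipocyte genes, *Lpl*, lipoprotein lipase (2.72, with a dimmer cluster at 1.78), and *Cebpa* were higher, as they were when adjusted over the list alone (adjusted p = 0.142 from limma's camera). Of 12 epithelial markers, *Cdh1*, E-cadherin, was higher at 1.77, with a dimmer cluster at 0.19 (adjusted p = 0.268 from limma), 1 was so when adjusted over the list alone (adjusted p = 0.785 from limma's camera), and the median of -0.05 differs in sign from the mean of 0.13 and the test. None of 9 leukocyte markers passed limma's test, nor when adjusted over the list alone (adjusted p = 0.983 from limma's camera).

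The remaining lists did not shift by camera either, with the counts adjusted over the list alone in parentheses. By fry, the lists of FGF signaling (adjusted p = 0.00229), axon guidance (1.35e-04), glycolysis and hypoxia (5.58e-04) and integrins (1.24e-05) passed. So did intraflagellar transport with the BBSome (0.00558 from fry). The BMP and TGF-beta, Wnt, cholesterol, p53, immediate early and collagen lists did not pass fry. Of 29 BMP and TGF-beta genes 8 were higher and 10 were lower (9 and 10; adjusted p = 0.785 from limma's camera). Of 41 Wnt genes 7 were higher and 9 were lower (9 and 9; adjusted p = 0.983 from limma's camera), and of 23 FGF genes 6 were higher and 4 were lower (8 and 5; adjusted p = 0.197 from limma's camera). Axon guidance had 14 of 47 genes higher and 10 lower (19 and 14; adjusted p = 0.197 from limma's camera). Among 19 genes of cholesterol synthesis *Ebp* was lower (0 and 1; adjusted p = 0.480 from limma's camera), and among 15 of glycolysis and hypoxia *Pfkp*, *Car9*, *Egln3* and *Aldoc* were lower (1 and 4; adjusted p = 0.280 from limma's camera). Of 15 p53 targets *Eda2r* was higher and *Perp* was lower (2 and 2; adjusted p = 0.665 from limma's camera). Of 13 immediate early genes 4 were higher, *Egr1*, *Egr2*, *Egr3* and *Ier2*, and 3 were lower, *Jun*, *Dusp1* and *Ier3* (5 and 5; adjusted p = 0.785 from limma's camera), with a median of -0.24, a mean of 0.06 and a downward test. Of 44 collagens 8 were higher and 6 were lower (8 and 6; adjusted p = 0.712 from limma's camera), and of 30 integrin genes 3 were higher and 5 were lower (3 and 5; adjusted p = 0.142 from limma's camera). In intraflagellar transport and the BBSome *Ift80*, *Ift81* and *Ift43* of 22 genes were lower (0 and 3; adjusted p = 0.399 from limma's camera), with a median of 0.01, a mean of -0.07 and a downward test. The median of 0.05 and the mean of 0.04 of the cyclin-dependent kinase inhibitors also differ in sign from their downward test. The paper's perivascular and orofacial cleft lists did not shift to either side as groups (p = 0.0511 and p = 0.901 from limma's camera), and for the cleft list the median of 0.01 and the mean of 0.03 differ in sign from the downward test.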
